# Astrocytes deficient in circadian clock gene *Bmal1* show enhanced activation responses to amyloid-beta pathology without changing plaque burden

**DOI:** 10.1038/s41598-022-05862-z

**Published:** 2022-02-02

**Authors:** Celia A. McKee, Jiyeon Lee, Yuqi Cai, Takashi Saito, Takaomi Saido, Erik S. Musiek

**Keywords:** Circadian mechanisms, Alzheimer's disease, Astrocyte

## Abstract

An emerging link between circadian clock function and neurodegeneration has indicated a critical role for the molecular clock in brain health. We previously reported that deletion of the core circadian clock gene *Bmal1* abrogates clock function and induces cell-autonomous astrocyte activation. Regulation of astrocyte activation has important implications for protein aggregation, inflammation, and neuronal survival in neurodegenerative conditions such as Alzheimer's disease (AD). Here, we investigated how astrocyte activation induced by *Bmal1* deletion regulates astrocyte gene expression, amyloid-beta (Aβ) plaque-associated activation, and plaque deposition. To address these questions, we crossed astrocyte-specific *Bmal1* knockout mice (Aldh1l1-Cre^ERT2^;Bmal1^fl/fl^, termed BMAL1 aKO), to the APP/PS1-21 and the APP^NL-G-F^ models of Aβ accumulation. Transcriptomic profiling showed that BMAL1 aKO induced a unique transcriptional profile affecting genes involved in both the generation and elimination of Aβ. BMAL1 aKO mice showed exacerbated astrocyte activation around Aβ plaques and altered gene expression. However, this astrogliosis did not affect plaque accumulation or neuronal dystrophy in either model. Our results demonstrate that the striking astrocyte activation induced by *Bmal1* knockout does not influence Aβ deposition, which indicates that the effect of astrocyte activation on plaque pathology in general is highly dependent on the molecular mechanism of activation.

## Introduction

The pathological hallmarks of Alzheimer’s Disease (AD)—the toxic accumulation of amyloid beta (Aβ) plaques and of hyperphosphorylated tau protein into neurofibrillary tangles—have been known to be accompanied by activated glia for over 100 years^1^. However, therapeutics aimed at targeting glial functions in AD have yet to gain traction in the clinical world, mostly because the roles of glia in Aβ or tau aggregation are still poorly understood. The amyloid cascade hypothesis of AD states that Aβ is likely the initiating factor in the neuroinflammatory cascade that leads to tau accumulation, neuronal loss, and eventually cognitive decline^2–5^. Despite setbacks in anti-Aβ clinical trials^6^, the amyloid cascade hypothesis is still widely employed in research and clinical settings^7,8^, and many treatment strategies are in development that target Aβ accumulation^9^. Thus, exploring roles for glia in preventing plaque formation and in clearing Aβ may provide a new avenue for therapeutic targets.

The influence of astrocyte activation in AD still remains to be elucidated: it is unclear whether astrocyte activation primarily exacerbates neuroinflammation and hastens pathogenesis, or whether it tips the balance towards beneficial functions in clearing Aβ and aiding neuronal survival^10^. These opposing possibilities are reflected in recent literature targeting astrocytes in AD. Several studies have associated astrocyte activation with increased plaque load^11–13^, while others have associated astrocyte activation with decreased plaque load^14,15^. These reports make it clear that the various contexts and transcriptional profiles of activated astrocytes participate in disease processes in very different ways. Clearly, there is still a need to define astrocyte genes that either reduce or accelerate Aβ pathology, and then to explore how those genes are expressed in different reactive states.

One set of genes that controls astrocyte functions is the molecular circadian clock. The circadian clock involves transcriptional-translational feedback loops that regulate rhythmic gene expression on a roughly 24-h basis. The positive arm of the core clock is made up of heterodimers composed of BMAL1 and either CLOCK or NPAS2, while the negative arm consists of PER, CRY, and REV-ERB proteins^16–18^. Together, these clock proteins regulate clock-dependent genes such that roughly 43% of protein-coding transcripts in mice exhibit daily rhythmicity^19^ and this number increases to more than 80% in primates^20^. Due to the wide range of genes controlled by the molecular clock, it is not surprising that the clock interacts with disease processes: AD symptoms include circadian disruption in both sleep–wake cycle and general activity^21–24^. Aβ and other disease pathologies also affect molecular clock rhythms through modification and degradation of clock genes and proteins^25,26^. Thus, unraveling the connection between clock-controlled gene expression and AD progression may reveal pathways amenable to targeting for AD treatment.

An important aspect of the circadian clock is that it is regulated in a tissue- and cell type-specific manner^19^. An emerging literature has shown that the circadian clock in astrocytes modulates gliotransmission and transmitter levels^27–31^, behavioral rhythms^27,29,30,32^, metabolism^33^, and neuroinflammation^34^. We have recently reported the robust cell-autonomous activation of astrocytes by deletion of the clock gene *Bmal1*, which induces several activation and inflammatory markers^34^. Moreover, we have also shown that deletion of *Bmal1* globally disrupts Aβ interstitial fluid rhythms and exacerbates Aβ plaque burden in the hippocampus^35^, though the role of astrocyte BMAL1 in this process is unclear. Taken together, these findings suggest that the astrocyte circadian clock could regulate activation and downstream genes that may influence Aβ generation, deposition, and clearance. In this study, we deleted *Bmal1* specifically in astrocytes and explored how Aβ pathology was altered in two AD mouse models. This work sheds light on the many astrocyte clock-controlled genes relevant to AD and their impact on Aβ accumulation.

## Materials and methods

### Mice

All mouse experiments were conducted in accordance with protocols approved by the Washington University Institutional Animal Care and Use Committee (IACUC), which is accredited by AAALAC. All experiments were conducted in accordance with all relevant guidelines and regulations and were performed in a manner consistent with ARRIVE guidelines (https://arriveguidelines.org). *Aldh1L1-Cre*^*ERT2*^, and *Bmal1*^*fl/fl*^ mice were obtained from The Jackson Laboratory (Bar Harbor, ME; stock #031008 and 007668, respectively) and were bred at Washington University. *APP/PS1-21* mice^36^ were a gift from Dr. Mathias Jucker (Tubingen, Germany). *APP*^*NL-G-F/NL-G-F*^ mice^37^ were crossed with *Bmal1*^*fl/fl*^; *Aldh1L1-Cre*^*ERT2*+^ to generate *APP*^*NL-G-F/wt*^ mice. All cohorts of mice were mixed sex and consisted of Cre+ and Cre- littermates from several breeding cages. All mice were maintained on a C57BL\6 background and housed under 12-h light/12-h dark conditions. All *Aldh1L1-Cre*^*ERT2*^ (Cre- and Cre+) were given tamoxifen (Sigma, dissolved in corn oil, 2 mg/mouse/day for 5 days) by oral gavage at 2 months of age to induce *Bmal1* astrocyte-specific deletion. All mice were group housed with food and water available ad libitum*.* BMAL1 aKO mice were harvested at 5–7 months of age (1 week, 4 weeks, and 12 weeks post-tamoxifen). *APP/PS1-21* mice were harvested at 4 months of age (2 months post-tamoxifen) and *APP*^*NL-G-F/wt*^ mice were harvested at 9.5 months of age (7.5 months post-tamoxifen).

### Immunohistochemistry

Mice were anesthetized with an i.p. injection of Fatal Plus pentobarbital and then perfused with ice cold PBS-heparin. Tissues were harvested and brains were post-fixed in 4% paraformaldehyde overnight at 4 °C. Brains were then washed with PBS before being cryoprotected in 30% sucrose in PBS at 4 °C. 50 µm sections were made on a Leica freezing microtome and stored in cryoprotectant solution (30% ethylene glycol, 15% sucrose, 15% phosphate buffer in ddH20) at − 20 °C. On the day of staining, sections were first briefly washed in PBS. For X34 plaque staining, sections were permeabilized in PBS containing 0.25% triton X-100 (PBSX) for 30 min at room temperature. X34 (stock solution 10 mM in DMSO) was diluted 1:1000 into staining buffer containing 60% PBS, 40% ethanol, and 0.02 N sodium hydroxide, and sections were incubated in X34 staining buffer for 20 min at room temperature. Sections were then washed in X34 wash buffer containing 60% PBS and 40% ethanol, and then washed in PBS. Following X34 plaque staining, sections were then blocked and permeabilized with 3% goat or donkey serum in PBSX and stained with the following antibodies: rabbit anti-GFAP (Dako Z0334, 1:5000), rat anti-LAMP2 (EMD Millipore MABC40, 1:1000), HJ3.4b anti-Aβ (lab of Dr. David Holtzman, 1:1000), goat anti-IBA1 (Abcam ab5076, 1:500), rabbit anti-Bmal1 (Novus Biologicals NB100-2288, 1:2000), Topro (Invitrogen T3605, 1:2000).

Sections were incubated in primary antibodies diluted in PBS containing 1% serum and 0.25% triton X-100 and stored on a shaker in the dark overnight at 4 °C. Sections were then washed several times in PBS and then incubated in secondary antibodies diluted 1:1000 in 0.25% triton X-100 for 1 h at room temperature. Sections were washed again in PBS. Sections were given final PBS washes and then mounted on slides with Prolong Gold.

For AT8 staining, frozen brain sections were washed three times with Tris-buffered saline (TBS) for 5 min followed by incubation in 0.3% hydrogen peroxide in TBS for 10 min at room temperature. Sections were washed three times with TBS for 5 min, blocked with 3% milk in 0.25% TBS-X (Triton X-100) for 30 min, and then incubated with biotinylated AT8 antibody (MN1020B; Thermo Fisher Scientific) in 1% milk-0.25% TBS-X at 4 °C overnight. After three washes with TBS for 5 min, the slices were incubated with ABC Elite (Vector PK-6100) in TBS for 1 h and were visualized using 3,30—diaminobenzidine tetrahydrochloride (DAB) (Chromogen).

### Imaging and analysis

For quantification of cortical and hippocampal pathology, slides were imaged on a Nikon Eclipse 80i epifluorescence microscope equipped with a Hamamatsu Orca-Flash 4.0 digital camera. Images were imported into Fiji (Fiji Is Just Image J) for percent area and BMAL1 expression analyses. For BMAL1 quantification within astrocytes, individual astrocyte nuclei were first identified within GFAP/Topro images. Astrocyte Topro nuclei were included if they were individually identifiable (not clustered) and were surrounded by GFAP staining. 15 nuclei per image were identified and then scored as either BMAL positive or negative by an observer blind to genotype. For AT8 tau quantification, stained sections were imaged using a NanoZoomer, and quantification was performed using Image J percent area and particle count functions. For 3D analysis in Imaris, z-stacks were taken on a Nikon A1R confocal at 20 × with a step size of 0.5um. Z-stacks were analyzed in Imaris: 3D surfaces were generated for Aβ plaques (X34, detail 0.2um, threshold 700, voxels above 2000um), astrocytes (GFAP, detail 0.2um, threshold 800, voxels above 50um), and dystrophic neurites (LAMP2, detail 0.3um, threshold 800, voxels above 2000um). Astrocyte-plaque contacts were quantified using a surface-surface colocalization function to generate a new surface from colocalizing voxels within the astrocyte and plaque surfaces, for which the volume was quantified as “astrocyte-plaque contact” and was normalized to the plaque volume per image. Plaque “shell” 3D surfaces were then created using an Imaris XTension function generated at the Washington University Center for Cellular Imaging. Plaque surfaces were dilated either 30 µm or 50 µm and new surfaces were generated as 30 µm shells and 50 µm shells. Astrocyte and dystrophic neurite volume within these shells was calculated using a surface-surface colocalization function that made a new surface from only colocalizing voxels between a plaque shell and surface of interest (astrocytes or dystrophic neurites).

### ELISA assays

Brain cortices were sequentially homogenized in PBS followed by 5 M guanidine. Sandwich ELISA was performed using antibodies provided by Dr. David Holtzman (Washington University in St. Louis School of Medicine). Half-well 96-well plates were coated with HJ7.4 (anti-Aβ37–42) at 4 °C overnight. Samples were diluted in sample buffer containing protease inhibitors and incubated on the ELISA plate overnight at 4 °C. Aβ42 was detected with a biotinylated HJ5.1 antibody (anti-Aβ13–28) followed by a streptavidin-poly-HRP-40 (Fitzgerald Industries). All ELISA assays were developed using Super Slow ELISA TMB (Sigma) and absorbance was read on a Bio-Tek Synergy 2 plate reader at 650 nm. Standard curves were prepared from synthetic human Aβ42 from rPeptide.

### Real-time quantitative PCR

For RNA extraction from tissue, cortices were placed in Trizol and homogenized using steel beads and a bullet blender (Next Advance). Chloroform was added, and after centrifugation aqueous phases were collected. RNA was extracted using a PureLink RNA Mini Kit (Life Technologies), and RNA concentrations were measured on a nanodrop spectrophotometer (Thermo Nanodrop 8000) before storing RNA at −80 °C. cDNA was prepared from RNA samples using a high-capacity reverse transcription kit (Applied Biosystems). Taqman probes (Applied Biosystems) were combined with cDNA samples and real-time quantitative PCR was run on either a StepOnePlus or QuantStudio 12 k Real-Time PCR thermocycler (Applied Biosystems). Data were analyzed using the delta-delta Ct method with *Actb* or *Gapdh* as housekeeping genes.

### Fluidigm micro-fluidic qPCR

For Fluidigm micro-fluidic qPCR analysis of gene expression, RNA and cDNA were prepared as above and sent with Taqman probes to the Washington University Genome Technology Access Center for high-throughput qPCR on a Fluidigm BioMark HD system. Data were analyzed as described above.

### RNA sequencing and analysis

RNA sequencing and analysis were performed by the Genome Technology Access Center at Washington University using their standard methods, which are summarized here. Sample RNA integrity was determined using a Tapestation and library preparation was performed with 10 ng of total RNA for samples with a Bioanalyzer RIN score greater than 8.0. ds-cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara-Clontech) per manufacturer's protocol. cDNA was then fragmented using a Covaris E220 sonicator using peak incident power 18, duty factor 20%, cycles per burst 50 for 120 s. The cDNA was blunt ended, had an A base added to the 3' ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12–15 cycles using primers incorporating unique dual index tags. The fragments for each sample were then pooled in an equimolar ratio and sequenced on an Illumina NovaSeq-6000 using 150 base pair paired end reads. Basecalls and demultiplexing was performed with Illumina’s RTA 1.9 software and the reads were aligned to the Mus musculus Ensembl release 76 GRCm38 primary assembly with STAR version 2.5.1a. Gene counts were quantitated with Subread:featureCount version 1.4.6-p5.

All gene counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust the samples for differences in library size. Ribosomal genes were removed and only genes expressed greater than one count-per-million in at least four samples were kept for further analysis. The adjusted TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. Weighted likelihoods were then calculated for all samples and the count matrix was transformed to moderated log 2 counts-per-million with Limma’s voomWithQualityWeights. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate adjusted p-values less than or equal to 0.1.

### Software

Graphs and some heatmaps were generated using GraphPad Prism version 9.2 (https://www.graphpad.com). The volcano plot in Fig. 1 was generated using R Studio version 1.3.959, using the Enhanced Volcano package (https://www.rstudio.com), while heatmaps in Fig. 1B,C were generated using Pretty Heatmaps package. Image analysis was performed using Fiji version 2.1 (https://imagej.net/software/fiji) and Imaris 9 (https://imaris.oxinst.com).

**Figure 1:**
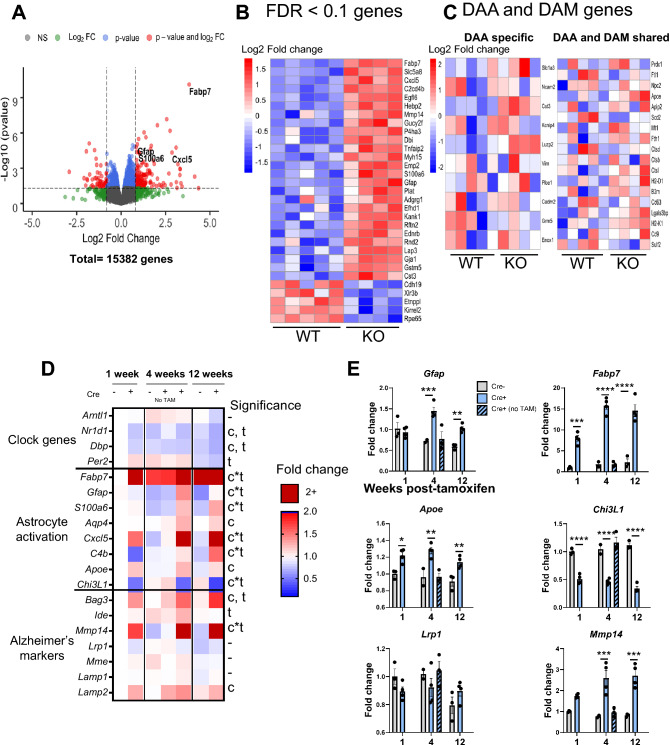
Brain transcriptomic analysis of astrocyte-specific *Bmal1* KO mice. (**A**–**C**) RNAseq analysis of frontal cortex from 5-month-old BMAL1 aKO mice and Cre- littermate controls (3 months post-tamoxifen) reveals differentially expressed genes defining clock-disrupted astrocytes (n = 5 WT, n = 4 BMAL1 aKO). (**A**)Volcano plot of differentially expressed genes in BMAL1 aKO (Log2 fold change cutoff = 1.2, -Log10pvalue cutoff = 0.05). (**B**) Heatmap of differentially expressed genes sorted by log2 fold change (FDR < 0.1). (**C**) DAA and DAM genes from Habib et al. 2020, only *Cst3* is significantly different (FDR < 0.1). (**D**,**E**) Fluidigm qPCR gene expression analysis of WT and BMAL1 aKO mice given tamoxifen for 5 days and harvested 1 week, 4 weeks, and 12 weeks later (n = 2–4 mice per group, mice 5.5–7 months-old). (**D**) Heatmap of genes involved in the circadian clock, astrocyte activation, and Alzheimer’s disease (AD). Two-way ANOVA analysis: c = significant main effect of Cre genotype, t = main effect of time post-tamoxifen, c*t = interaction effect of Cre and time, = no significance. (**E**) Individually plotted gene expression from D. * = p < 0.05, ** = p < 0.005, *** = p < 0.0005, **** = p < 0.0001 by two-way ANOVA with Sidak multiple comparisons test. Panels (**A**–**C**) was made using R Studio version 1.3.959 (https://www.rstudio.com), (**A**) using the Enhanced Volcano package, and (**B**,**C**) using Pretty Heatmaps package. (**D**) was generated using GraphPad Prism version 9.2 (https://www.graphpad.com).

## Results

In order to elaborate on the astrocyte activation state induced by *Bmal1* deletion that we have previously reported^34^ and to understand how disease-relevant genes are affected, we performed bulk RNA sequencing on cerebral cortex tissue from astrocyte-specific Bmal1 knockout mice (Aldh1l1-Cre^ERT2^;Bmal1^fl/fl^), termed BMAL1 aKO) and Cre-;Bmal1^fl/fl^ control littermates at 3 months post-tamoxifen treatment (5 months of age). 

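The libraries are cortical RNA from Cre- littermates and from BMAL1 aKO mice, in which Cre under the Aldh1l1 promoter deletes Bmal1 (gene symbol Arntl) in astrocytes after tamoxifen. Arntl was at 34.0, 31.9, 32.2, 37.1 and 35.8 CPM in Cre- replicates 1 to 5 and at 35.7, 33.0, 38.8, 31.1 and 33.9 CPM in BMAL1 aKO replicates 1 to 5. Its log2 fold change between the libraries of Fig. 1B was -0.06 (standard error 0.07, adjusted p = 0.616, limma). This level does not test the labels, because the whole gene was counted in tissue that also holds neurons and other cells with intact Bmal1. Aldh1l1, the astrocyte gene that drives Cre, had a log2 fold change of -0.07 (adjusted p = 0.746, limma).
The labels list 5 libraries per group, while the paper gives 5 Cre- and 4 BMAL1 aKO mice, and the age is 5 months in the paper and 4 months in the labels. The columns of the heatmap in Fig. 1B were read as colours and matched to the libraries over 25 genes. Each of its 9 columns had a different best library, at r = 0.974 to 0.997, and the next best library reached at most 0.876. These r are across genes, which are not independent replicates. BMAL1 aKO replicate 3 matched no column, and the paper's text gives no reason for leaving it out. The comparison of 4 BMAL1 aKO with 5 Cre- libraries is therefore given first, and that of all 5 BMAL1 aKO libraries beside it. Xist, the X-inactivation transcript of females, was at 986 to 1089 CPM in Cre- replicates 2 and 3 and BMAL1 aKO replicates 1 and 4 and at 1.42 CPM or less in the other libraries, so both groups hold both sexes.
The authors made the libraries from low-input RNA with a SMARTer kit, which does not mark strand, and sequenced them paired-end. They aligned the reads to the Ensembl release 76 GRCm38 assembly with STAR 2.5.1a, counted them per gene with featureCounts 1.4.6-p5 and scaled the counts by TMM for their test. The deposited values are CPM per gene that summed to 99.12 to 99.27% of the total of unscaled CPM in every library, so they do not hold that scaling. The steps between low values gave whole reads for 100% of values (tolerance 0.01 read). Totals were 21844770 to 48295715 reads per Cre- library (median 40945149) and 23127338 to 47964460 in the 4 BMAL1 aKO libraries of Fig. 1B (median 37878236), and replicate 3 had 37058465. Here log2(CPM + 0.5) was tested with limma and sample quality weights for 12572 genes above 1 CPM in at least 4 libraries, with Benjamini-Hochberg adjustment and the paper's threshold of 0.1. Fold changes are on the log2(CPM + 0.5) scale, which understates the change of genes near the minimum. The weights ran from 0.195 for Cre- replicate 3 to 7.12 for Cre- replicate 1.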

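In BMAL1 aKO cortex 21 of the 25 genes of Fig. 1B measured here rose and 4 fell (adjusted p at or below 0.1 from limma, and the same counts adjusted over the list alone). The study chose these genes on the same libraries, so their direction is not independent evidence. Egfl6, a secreted protein with epidermal growth factor repeats, was at 3.36 ± 0.892 CPM (SD, n = 5) in Cre- and 21.6 ± 5.65 CPM (SD, n = 4) in BMAL1 aKO cortex, and BMAL1 aKO replicate 3 was at 9.71 CPM. Its log2 fold change was 2.27 (standard error 0.18, adjusted p = 0.000102, limma). Hebp2, a heme-binding protein, had a log2 fold change of 1.84 (standard error 0.15, adjusted p = 0.000145, limma). Dbi, which binds acyl-CoA and gives rise to a ligand of GABA receptors, had one of 1.31 (standard error 0.10, adjusted p = 0.000102, limma). P4ha3, a subunit of the enzyme that hydroxylates proline in collagen, rose by 1.27 on the log2 scale (standard error 0.12, adjusted p = 0.000707, limma).
Among the smaller changes, Gja1, the connexin of astrocyte gap junctions, had a log2 fold change of 0.49 (adjusted p = 0.0158, limma), and Ednrb, an endothelin receptor, one of 0.64 (adjusted p = 0.00988, limma). Etnppl, an astrocyte enzyme that breaks down phosphoethanolamine, fell by 1.57 on the log2 scale (standard error 0.22, adjusted p = 0.0115, limma), and Kirrel2, a cell adhesion protein, fell by 1.73 (standard error 0.24, adjusted p = 0.00988, limma). Xlr3b, which also fell, has near-identical neighbouring copies on chromosome X. Rftn2, Rnd2, Tnfaip2, Efhd1 and Gstm5 overlap genes on the opposite strand, so their reads are uncertain in libraries that do not mark strand. With all 5 BMAL1 aKO libraries 20 of the 25 genes passed, and those that did not were Gfap, Adgrg1, Cdh19, Xlr3b and Etnppl. Without Cre- replicate 1 only 6 passed and without BMAL1 aKO replicate 4 only 12 did, though all 25 had an unadjusted p below 0.05 in both. Without sample quality weights Egfl6, Hebp2, Dbi and Fabp7 passed, 24 of the 25 had an unadjusted p below 0.05, and the median log2 fold change was 0.647 against 0.683 with weights (21 higher and 4 lower adjusted over the list alone).

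**Figure D1:**
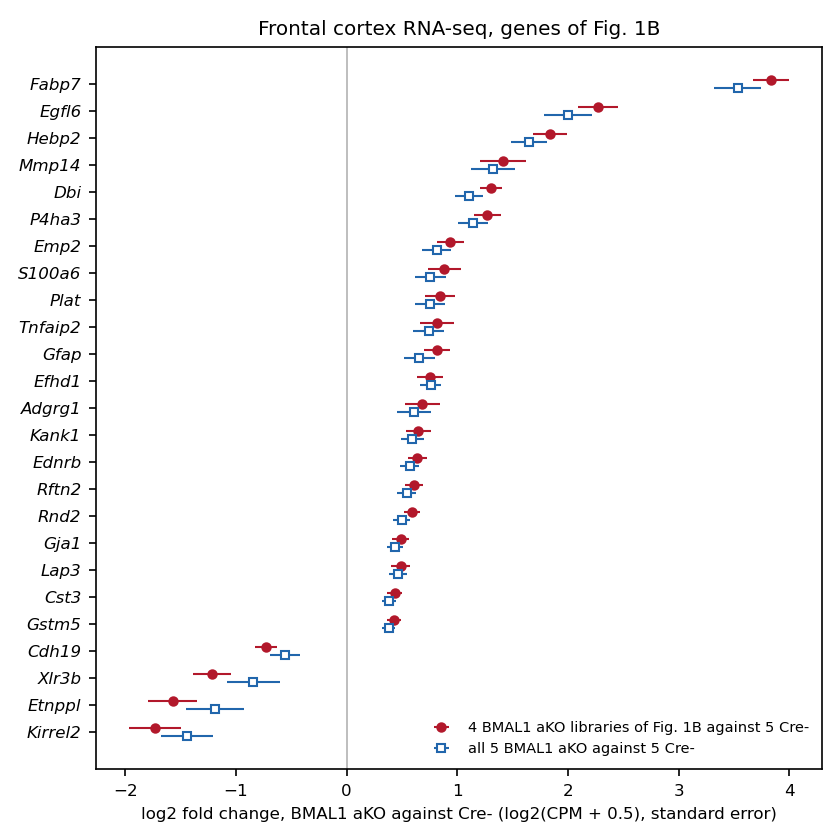
Log2 fold change (BMAL1 aKO against Cre-, log2(CPM + 0.5) scale, bars are the standard error) of the 25 genes of Fig. 1B measured here, for the 4 BMAL1 aKO libraries of the figure (filled circles) and for all 5 (open squares) against 5 Cre- libraries. Values run from -1.73 for Kirrel2 to 3.83 for Fabp7 with the 4 libraries.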

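Of 14 measured genes of radial glia and neural progenitors, a list fixed before the data were examined, 5 were higher and none was lower (10 higher and none lower when adjusted over the list alone). The list's adjusted p was 5.01e-07 from limma's camera with a preset correlation, but the adjusted p = 0.357 with an estimated correlation (0.0831 without BMAL1 aKO replicate 5). With the preset correlation 13 of 31 lists passed, among them the mitochondrial-encoded (adjusted p = 5.50e-06), microglial (0.00150) and meningeal genes (0.0236), and with an estimated one none did. Besides Fabp7 these were Tnc, an extracellular matrix glycoprotein (log2 fold change 0.64, adjusted p = 0.0758, limma), Ptprz1, a receptor phosphatase of progenitors and astrocytes (0.41, adjusted p = 0.0588, limma), Sox2, a transcription factor of neural stem cells (0.30, adjusted p = 0.0701, limma), and Hes5. Hes5, a Notch target named after its values were seen, overlaps a gene on the opposite strand, so its reads are uncertain. It had a weighted log2 fold change of 0.79 (adjusted p = 0.0888, limma), and its plain means were 3.14 CPM in Cre- and 3.38 CPM in BMAL1 aKO cortex. Without Cre- replicate 1, 3 or 4 or BMAL1 aKO replicate 4, or with all 5 BMAL1 aKO libraries, only 1 gene of the list passed, and without BMAL1 aKO replicate 5 the number was 2; Fabp7 was among them each time.
Of 20 general astrocyte markers 2 rose, Gja1 and Cldn10, a claudin of tight junctions (0.78, adjusted p = 0.0208, limma), and none fell (2 higher and 1 lower adjusted over the list alone). Camera gave the list an adjusted p = 0.00191 with the preset correlation, 0.106 without Cre- replicate 1, and adjusted p = 0.482 with an estimated correlation. Cldn10 had an adjusted p of 0.520, 0.263 and 0.123 without Cre- replicate 1 and BMAL1 aKO replicates 4 and 5, and Gja1 0.476 and 0.143 without the former pair (limma). Of 17 microglial genes 2 rose, and of 13 oligodendrocyte and 12 endothelial genes none passed in limma (0 and 1 at an unadjusted p below 0.05) or in voomWithQualityWeights (0 and 0).
Over all 12572 genes, 844 passed at 4 against 5, 339 higher and 505 lower. The higher ones were in the majority after median-of-ratios scaling (248 higher and 140 lower), quantile normalization (289 higher and 205 lower) and the paper's TMM scaling, chosen after seeing the data (238 higher and 143 lower). In this comparison, in that with all 5 BMAL1 aKO libraries and in voomWithQualityWeights on whole reads, 32 genes passed each time, 29 higher and 3 lower, and 20 of them are drawn in Fig. 1B. Others among the 32, singled out after their values were seen, were Mdk, a heparin-binding growth factor (0.68, adjusted p = 0.0333, limma), Nenf, a secreted neurotrophic protein (0.54, adjusted p = 0.0154, limma), Ntsr2, a neurotensin receptor of astrocytes (0.52, adjusted p = 0.0115, limma), and Sparc, an astrocyte matrix protein (0.51, adjusted p = 0.0383, limma). None of these 4 passed without Cre- replicate 1 (adjusted p from 0.378 to 0.536) or BMAL1 aKO replicate 4 (0.154 to 0.271), and Mdk, Nenf and Sparc did not without BMAL1 aKO replicate 5 (0.104 to 0.188). Their fold changes are weighted, and at 4 against 5 the groups overlapped for Mdk and Sparc but not for Nenf and Ntsr2. In Cre- replicate 3, with the weight of 0.195, Mdk was at 16.5 CPM and Sparc at 240 CPM. The 4 BMAL1 aKO libraries were at 14.5 to 17.1 CPM for Mdk and at 177 to 227 CPM for Sparc.
The number of genes past the threshold was 42 with all 5 BMAL1 aKO libraries, 62 with voomWithQualityWeights and 4 without weights. Leaving out Cre- replicate 1, 2, 3, 4 or 5 gave 6, 1479, 90, 59 or 2200, and leaving out BMAL1 aKO replicate 1, 2, 4 or 5 gave 1394, 2053, 14 or 69. For the upregulated genes of reactive astrocytosis in Fig. 1B, the paper concludes that the effect of astrocyte BMAL1 on them is cell-autonomous.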

Similar to our previous findings from global and brain-specific *Bmal1* KO mice, many genes associated with reactive astrocytosis were significantly upregulated, demonstrating that astrocyte BMAL1 regulates these genes in a cell-autonomous manner (Fig. 1B). 

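Fabp7, the brain fatty acid-binding protein of radial glia and astrocytes, was at 9.94 to 19.9 CPM in the 5 Cre- libraries and at 137 to 237 CPM in the 4 BMAL1 aKO libraries of Fig. 1B. The means were 14.4 ± 3.98 CPM (SD, n = 5) and 183 ± 44.8 CPM (SD, n = 4), a log2 fold change of 3.83 (standard error 0.16, adjusted p = 2.88e-07, limma). Gfap, the intermediate filament protein of reactive astrocytes, was at 121.6 ± 11.4 CPM (SD, n = 5) in Cre- and 223.7 ± 50.4 CPM (SD, n = 4) in BMAL1 aKO cortex, a log2 fold change of 0.82 (standard error 0.12, adjusted p = 0.0115, limma). Mmp14, a membrane-bound metalloproteinase, was at 7.39 ± 4.12 CPM (SD, n = 5) and 19.5 ± 6.62 CPM (SD, n = 4), a log2 fold change of 1.42 (standard error 0.21, adjusted p = 0.0124, limma). Every one of the 4 BMAL1 aKO libraries was above every Cre- library for Fabp7 and Gfap (two-sided exact permutation test of the mean log2 value, p = 0.00794, the smallest that 4 against 5 allows). The groups overlapped for Mmp14, where Cre- replicate 3 at 14.0 CPM exceeded BMAL1 aKO replicate 5 at 12.2 CPM (same exact test, p = 0.0238).
In BMAL1 aKO replicate 3, which Fig. 1B does not draw, Fabp7 was at 90.8 CPM, Gfap at 134.0 CPM and Mmp14 at 11.9 CPM. With this library included, the log2 fold change of Gfap was 0.66 (adjusted p = 0.123, limma; exact permutation test, p = 0.0159) and that of Mmp14 was 1.32 (adjusted p = 0.0210, limma). Fabp7 (ENSMUSG00000019874) lies on chromosome 10 of GRCm38 from 57784881 to 57788450, Gfap on chromosome 11 from 102887336 to 102900912 and Mmp14 on chromosome 14 from 54431612 to 54445364. Without Cre- replicate 1 the adjusted p was 0.354 for Gfap and 0.362 for Mmp14, and without sample quality weights 0.242 and 0.784 (limma). Cxcl5 was not analysed here.

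**Figure D2:**
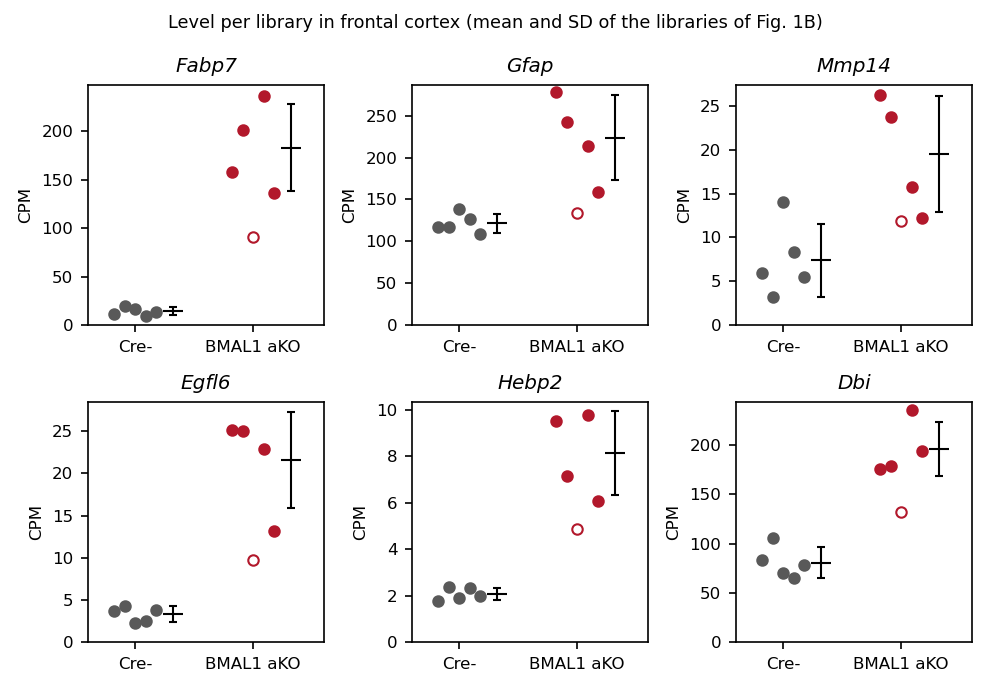
CPM of Fabp7, Gfap, Mmp14, Egfl6, Hebp2 and Dbi in each library of Cre- (grey) and BMAL1 aKO (red) cortex, with bars for the mean and SD of the libraries drawn in Fig. 1B. The open circle is BMAL1 aKO replicate 3, at 90.8 CPM for Fabp7.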

Based on their reproducibility and fold change across experiments, we find that the most definitive markers of this activation state are *Fabp7, Gfap, Mmp14,* and *Cxcl5* (Fig. 1B,E).

We considered whether this activation state is transcriptionally similar to an Alzheimer’s disease-associated astrocyte profile as previously described by Habib et al.^38^, as this would provide clues to how clock-disrupted astrocytes may influence Alzheimer’s Disease. However, across genes shared by disease-associated astrocytes and microglia, we saw no significant differentially expressed genes in our RNA sequencing analysis other than *Cst3* (Fig. 1C), although by real-time qPCR we see a mild increase in *Apoe* expression in timecourse experiments (Fig. 1E). 

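Cst3, the secreted protease inhibitor cystatin C, was at 532.9 ± 44.0 CPM (SD, n = 5) in Cre- and 690.0 ± 64.9 CPM (SD, n = 4) in BMAL1 aKO cortex, a log2 fold change of 0.44 (standard error 0.07, adjusted p = 0.0169, limma; two-sided exact permutation test, p = 0.0238). Of the 17 genes of the panel shared by disease-associated astrocytes and microglia, 2 rose and 1 fell (7 higher and 3 lower adjusted over the list alone). Apoe, the main lipoprotein of astrocytes, was at 835.1 ± 190 CPM (SD, n = 5) and 1159 ± 246 CPM (SD, n = 4), a log2 fold change of 0.48 (standard error 0.12, adjusted p = 0.0661, limma; exact permutation test, p = 0.0556). H2-K1, a class I antigen-presenting molecule, had a log2 fold change of 0.38 (adjusted p = 0.0792, limma), and Sulf2, an extracellular sulfatase that overlaps a gene on the opposite strand, fell by 0.32 (adjusted p = 0.0850, limma). The differences of the plain mean log2 values of H2-K1 and Sulf2 were 0.205 and -0.285 (exact permutation test, p = 0.119 and 0.111). The other 14, among them the lysosomal proteases Ctsb, Ctsd and Ctsl, did not pass. After median-of-ratios scaling, quantile normalization or TMM scaling Sulf2 did not pass. There Lgals3bp rose beside Apoe and H2-K1, so 3 of the 17 rose and 0 fell. Of the 10 genes of the panel specific to disease-associated astrocytes, Cst3 and Luzp2, a leucine zipper protein (0.36, adjusted p = 0.0704, limma), rose and none fell (2 higher and 1 lower adjusted over the list alone). Vim and Slc1a3 had log2 fold changes of -0.01 and 0.05 (adjusted p = 0.970 and 0.756, limma). The water channel gene Aqp4 of astrocyte endfeet was at 113.6 CPM in Cre- and 150.2 CPM in the 4 BMAL1 aKO libraries, with a log2 fold change of 0.05 (standard error 0.29, adjusted p = 0.932, limma).
With all 5 BMAL1 aKO libraries none of the 17 shared genes passed in limma (10 at an unadjusted p below 0.05), and Cst3 alone of the 10 specific genes did (adjusted p = 0.0297). In voomWithQualityWeights at 4 against 5, Apoe alone of the 17 passed (adjusted p = 0.0927). Leaving out Cre- replicate 1, 3 or 4 or BMAL1 aKO replicate 4 left 0 of the 17 (2, 7, 6 and 4 at an unadjusted p below 0.05, limma), and leaving out BMAL1 aKO replicate 5 left 1. Leaving out Cre- replicate 2 or 5 or BMAL1 aKO replicate 2 gave 5, 6 or 8. Without Cre- replicate 1 or BMAL1 aKO replicate 4 the adjusted p of Cst3 was 0.362 or 0.225 and that of Luzp2 0.556 or 0.332, and without Cre- replicate 3 or 4 that of Luzp2 was 0.142 or 0.210 (limma).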

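Of 7 measured pan-reactive astrocyte genes, 2 rose and none fell in BMAL1 aKO cortex, Gfap and Osmr (the same counts adjusted over the list alone). Osmr, the receptor of oncostatin M, was at 6.15 CPM in Cre- and 8.73 CPM in the 4 BMAL1 aKO libraries, a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.0704, limma). Serpina3n, a secreted protease inhibitor of reactive astrocytes, had a log2 fold change of -0.21 (adjusted p = 0.451, limma) and Hspb1, a small heat shock protein, one of 0.17 (adjusted p = 0.474, limma). None of 9 measured A1 genes passed in limma (0 at an unadjusted p below 0.05, and 0 adjusted over the list alone) or in voomWithQualityWeights (1 at an unadjusted p below 0.05). Their log2 fold changes ran from -0.16 for Fkbp5, a glucocorticoid-induced immunophilin, to 0.23 for Fbln5, an elastic fibre protein. Of 3 measured A2 genes 1 rose, S100a10, an annexin partner (log2 fold change 0.44, standard error 0.13, adjusted p = 0.0915, limma), and 2 were higher adjusted over the list alone. Tm4sf1 and Ptgs2, the other A2 genes, had log2 fold changes of 0.30 and -0.22 (adjusted p = 0.218 and 0.395, limma).
The adjusted p from camera was 0.0236 for the pan-reactive list (adjusted p = 0.357 with an estimated correlation, and 0.0831 without BMAL1 aKO replicate 5) and 0.128 for the A1 list (adjusted p = 0.376 with an estimated correlation). The A1 list passed without BMAL1 aKO replicate 4 (0.0451) or 5 (0.0421), and the pan-reactive list did not with all 5 BMAL1 aKO libraries (0.173). The A2 list was too short for the test. With all 5 BMAL1 aKO libraries neither Osmr (adjusted p = 0.192) nor S100a10 (0.287) passed in limma. Neither passed without Cre- replicate 1, 3 or 4 or BMAL1 aKO replicate 4 or 5 (adjusted p from 0.142 to 0.612), and S100a10 did not after median-of-ratios scaling (0.121) or quantile normalization (0.144).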

We also tested whether BMAL1 aKO fits an A1 or A2 reactive state but did not see any differentially expressed A1 or A2 genes, only the pan-reactive gene *Gfap* (data not shown), which matches our previous findings from brain-specific *Bmal1* KO mice^34^. Thus, our data suggests that the *Bmal1* astrocyte-specific knockout phenotype is a unique reactive state with an unknown contribution to brain health and disease.

To further validate these findings and explore the timecourse of the astrocyte activation phenotype, we treated BMAL1 aKO mice with tamoxifen and harvested mice at 1 week, 4 weeks, and 12 weeks post-tamoxifen. We then examined expression of genes involved in the circadian clock, the BMAL1 aKO astrocyte activation phenotype, and Alzheimer’s Disease. In this whole tissue analysis, the overall circadian clock expression was not remarkably different due to the fact that *Bmal1* was only deleted in astrocytes and much of its expression is in neurons, although *Nr1d1* and *Dbp* were significantly decreased in BMAL1 aKO Cre+ cortices at 1 week post-tamoxifen (Fig. 1D, for BMAL1 astrocyte-specific expression see Fig. 5A). For markers of the clock-disrupted astrocyte activation phenotype such as *Gfap*, *Fabp7*, *S100a6*, and *Cxcl5*, we found that the upregulation of these genes develops over time and is most striking at 3 months post-tamoxifen (Fig. 1D,E). Similarly, dysregulation of Alzheimer’s related genes such as *Apoe*, *Chi3l1*, and *Mmp14* also appeared most differentially expressed at 3 months (Fig. 1D,E). These data indicate that this activation state is stable, develops over time, and likely interacts with aging-associated processes.

Our time-course results also indicate that astrocyte BMAL1 regulates genes with conflicting reported effects on Aβ accumulation. For example, we have previously reported that knockout of the clock-controlled gene *Chi3l1* ameliorates Aβ pathology likely through facilitating Aβ phagocytosis by glia^39^. Here, we also found that BMAL1 aKO markedly reduces *Chi3l1* expression (Fig. 1E), indicating that Aβ pathology may be ameliorated by this astrocyte activation state. Similarly, *Mmp14*, an Aβ degrading enzyme^40^, was highly overexpressed in this model (Fig. 1E), suggesting increased capacity for Aβ degradation. However, we also found that *Apoe* expression is mildly increased (Fig. 1E). Increased *Apoe* expression in mouse AD models has been shown to promote amyloid plaque formation^41,42^, suggesting that BMAL1 aKO could lead to elevated plaque burden. In addition, some of the main genes involved in astrocyte Aβ uptake and degradation such as *Ide*^43–45^, *Mme*^43,46^, and *Lrp1*^47–49^ did not significantly change in BMAL1 aKO brain (Fig. 1D,E). 

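Of the 20 genes of a disease-associated astrocyte list, 5 rose and none fell in BMAL1 aKO cortex (8 higher and 1 lower adjusted over the list alone). These were S100a6, a calcium-binding protein of astrocytes (log2 fold change 0.88, standard error 0.15, adjusted p = 0.0215, limma), and Gfap, Apoe, Osmr and Cst3. C4b, a complement component, was at 20.1 CPM in Cre- and 23.9 CPM in the 4 BMAL1 aKO libraries (log2 fold change 0.46, standard error 0.19, adjusted p = 0.179, limma), and Ctsb, a lysosomal protease, was at 355.6 and 341.9 CPM. The list as a whole was higher by limma's camera with the preset correlation (adjusted p = 6.50e-05). With an estimated correlation it was not (adjusted p = 0.357), except without BMAL1 aKO replicate 5 (0.0831). Gfap, S100a6 and Cst3 are also drawn in Fig. 1B, whose genes the study chose on these libraries, so they are not independent evidence. Without sample quality weights 0 of the list's 20 genes passed. Of its genes 4, Apoe, Ctsb, Cd9 and Cd63, are also in the list of disease-associated microglia used here. Of the 14 genes of that list 2 rose, Apoe and Lpl, and none fell (5 higher and none lower adjusted over the list alone). With all 5 BMAL1 aKO libraries, or without Cre- replicate 1, 3 or 4 or BMAL1 aKO replicate 4, 0 of the 14 passed. Without Cre- replicate 5 the number was 5, and with voomWithQualityWeights Apoe alone passed.
With all 5 BMAL1 aKO libraries S100a6 (adjusted p = 0.0581, limma) and Cst3 were the 2 genes of the disease-associated astrocyte list that passed. Without Cre- replicate 1 none passed (6 at an unadjusted p below 0.05), without BMAL1 aKO replicate 4 only 1 did, and without Cre- replicate 3 or 4 the number was 3. S100a6 had an adjusted p of 0.362 without Cre- replicate 1 and 0.143 without BMAL1 aKO replicate 4 (limma).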

As mentioned above, the BMAL1 aKO activation state also does not appear to overlap with the disease-associated astrocyte phenotype. Therefore, there may be conflicting effects on Aβ pathology induced by the clock-disrupted astrocyte.

To understand how *Bmal1*-depleted astrocytes behave in the context of Aβ pathology, we examined astrocyte activation in the cortex of BMAL1 aKO mice crossed to the APP/PS1-21 model of Aβ-amyloidosis (Aldh1l1-Cre^ERT2^;Bmal1^fl/fl^;APP/PS1-21). APP/PS1-21 mice express human amyloid precursor protein and presenilin 1, both containing AD-associated mutations^36^. These mice develop fibrillar amyloid plaques beginning around 3 months of age. We treated mice with tamoxifen at 2 months of age to induce *Bmal1* deletion, then harvested mice at 4 months, when mild-moderate plaque burden is present. By using 3D reconstruction of X34-labelled fibrillar plaques and GFAP-expressing reactive astrocytes, we were able to observe and quantify astrocyte reactivity in relation to the plaque environment (Fig. 2A,B). We also quantified astrocyte contacts with plaques by measuring 3D overlap of GFAP and X34, as well as the volume of GFAP+ astrocyte staining within 30 and 50 µm “shells” generated around plaques (Fig. 2A,B). Our imaging analysis indicated that the overall GFAP+ astrocyte volume per image (Fig. 2C), as well as the GFAP+ astrocyte volume within the outer 50 µm shell (Fig. 2B) were increased in BMAL1 aKO;APP/PS1 mice, as compared to Cre-;APP/PS1 littermate controls. However, the 3D contact between the plaque surface and astrocytes was not significantly different (Fig. 2B). Notably, images were selected in this analysis such that the volume of Aβ plaques and peri-plaque dystrophic neurites per image were the same across *Bmal1* genotypes (Fig. 2C). These data indicate that plaque-associated astrocyte activation covers a wider area of tissue in the BMAL1 aKO brain, which may represent an interaction between BMAL1 aKO and Aβ in inducing astrocyte activation. However, BMAL1 aKO does not influence the physical interaction of astrocytes with plaques.

**Figure 2:**
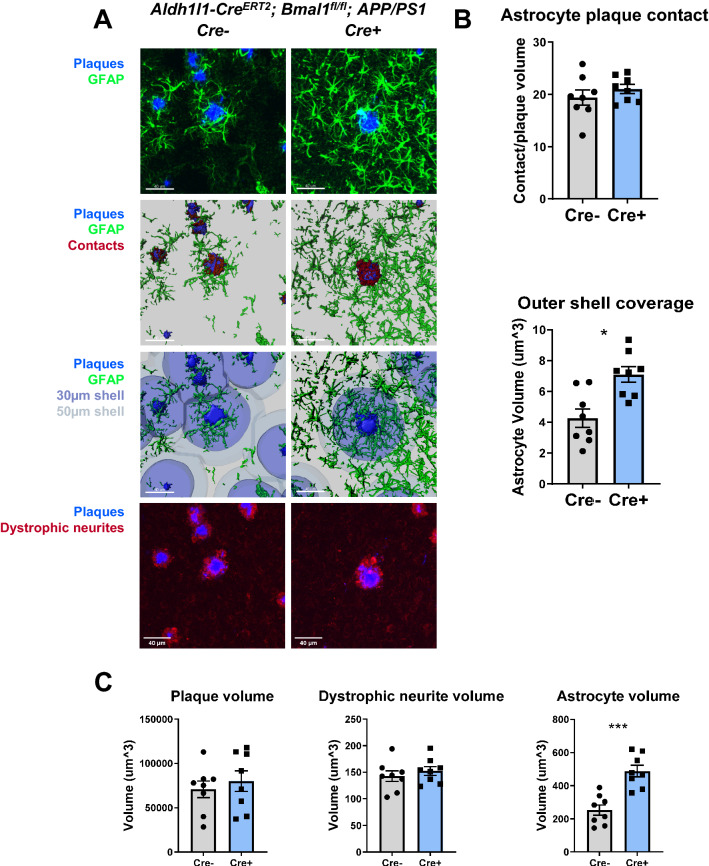
Astrocyte-specific *Bmal1* deletion increase peri-plaque astrocyte activation in APP/PS1 mice. (**A**) Confocal images and 3D renderings of cortical astrocytes and plaques from 4-month-old BMAL1 aKO; APP/PS1-21 mice and Cre- controls (scale bar = 40 µm). Plaques labeled in blue (X34) and astrocytes labeled in green (GFAP) with astrocyte-plaque contact represented by 3D overlap (red). Plaque shells rendered at 30 µm and 50 µm distance from plaque surface. (**B**) Quantification of astrocyte-plaque contact volume and astrocyte volume within the outer shell (50 µm from plaque surface). (**C**) Quantification of 3D plaque volume, dystrophic neurite volume (LAMP2) and astrocyte volume per 20X image. * = p < 0.05, *** = p < 0.0005 by T-test. Panel 1A was generated using Imaris version 9 (https://imaris.oxinst.com).

To quantify the effect of BMAL1 aKO on Aβ deposition, we first performed imaging analysis of plaque burden in our BMAL1 aKO; APP/PS1 mice using the X34 stain for fibrillar plaques and an antibody to total Aβ (HJ3.4b). Surprisingly, while GFAP staining was increased in both the cortex and hippocampus for BMAL1 aKO mice (Fig. 3A), we found no significant difference in fibrillar plaque burden (X34+) or total Aβ plaques (HJ3.4b+) between Cre-;APP/PS1 and BMAL1 aKO APP/PS1 mice in either region (Fig. 3B,C). Dystrophic neurites (LAMP2) and microglia activation (IBA1) were also unchanged and mirrored plaque burden (Fig. 3D,E). Phosphorylated tau exhibited some mild signal in these mice, but this was far lower than a conventional P301S tau mouse and also did not show an effect of Cre genotype (Supp Fig. 1). In addition, we prepared PBS- and Guanidine-soluble fractions of brain lysates to quantify Aβ levels by sandwich ELISAs. Using an antibody for Aβ 37–42 (HJ7.4), we also found no difference in either PBS- or Guanidine-soluble fractions between Cre- and BMAL1 aKO APP/PS1 mice (Fig. 3F). These data indicate that despite a striking dysregulation of Alzheimer’s- and activation-associated genes and increased peri-plaque astrocyte activation, BMAL1 aKO does not influence Aβ plaque burden, dystrophic neurites, or microglial activation in the APP/PS1 model.

**Figure 3:**
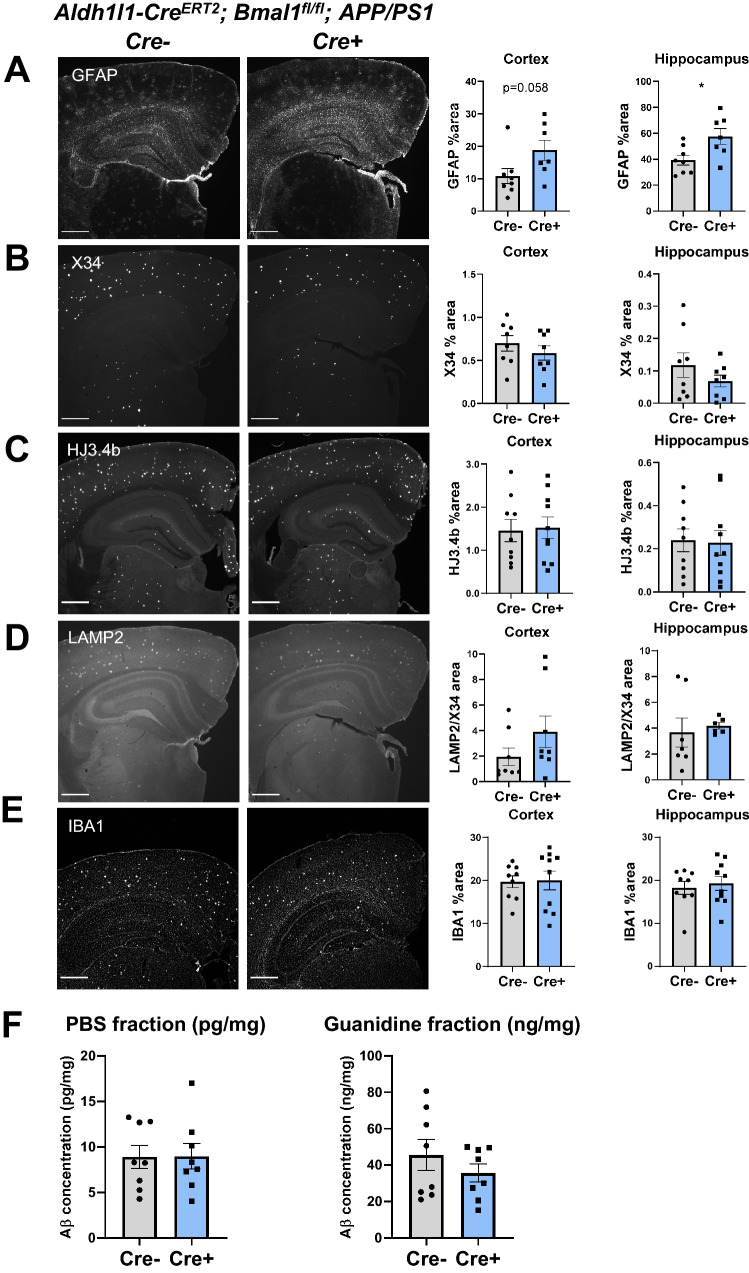
*Bmal1* deletion in astrocytes does not affect Aβ deposition in APP/PS1 mice. Images of brain sections (left) and percent area quantification (right) from 4-month-old old BMAL1 aKO; APP/PS1-21 mice and Cre- controls stained for GFAP (**A**), fibrillar Aβ (X34, **B**), total Aβ (HJ3.4b, **C**), dystrophic neurites (LAMP2, normalized to X34 area, **D**), and microglia (Iba1, **E**) (n = 6–10 mice per group, scale bars = 500 µm). (**F**) ELISA measurements of Aβ 1–42 in PBS- and Guanidine-soluble fractions from cortex (n = 8 mice per group). * = p < 0.05 by T-test.

We considered the possibility that 2 months of *Bmal1* deletion was an inadequate timeframe in which to observe an effect in the aggressive APP/PS1-21 model, as clock-disrupted astrocyte activation develops over time (Fig. 1). Thus, we sought to examine the effect of astrocyte *Bmal1* deletion in a slower model of amyloid deposition. The APP^N-L-G-F^ model is an APP knock-in mouse which has been shown to also produce Aβ plaques at a much slower rate when expressed in a hemizygous fashion^37^. As opposed to the 4-month time point for APP/PS1-21 mice, hemizygous APP^NL-G-F/wt^ mice take closer to 9 months to accumulate a significant number of Aβ plaques^37^. We hypothesized that the ability of activated astrocytes to influence Aβ deposition may depend on the rate of protein accumulation, as seen for astrocyte TFEB activation influencing a slower but not a more aggressive tau pathology model^50^. Thus, we generated BMAL1 aKO mice which were hemizygous for APP^N-L-G-F^ knock-in (Aldh1l1-Cre^ERT2^;Bmal1^fl/fl^;APP^NL-G-F/wt^) in order to investigate the role of clock-induced astrocyte activation in more slowly progressing Aβ pathology. After aging mice to 9.5 months, we harvested them for histopathology and gene expression analysis. Similar to the APP/PS1 model, BMAL1 aKO;APP^NL-G-F/wt^ mice had elevated GFAP expression in the hippocampus and cortex which extended beyond the immediate vicinity of the plaque (Fig. 4A). However, the BMAL1 aKO;APP^NL-G-F/wt^ mice also did not show a difference in X34-stained insoluble Aβ plaque burden, HJ3.4b-stained total Aβ plaque, or LAMP2 dystrophic neurite staining around plaques, as compared to Cre- littermates (Fig. 4B–D). Our results from these two Aβ pathology models indicate that *Bmal1* knockout in astrocytes increases peri-plaque astrocyte activation but does not influence Aβ plaque deposition or associated neuronal dystrophy.

**Figure 4:**
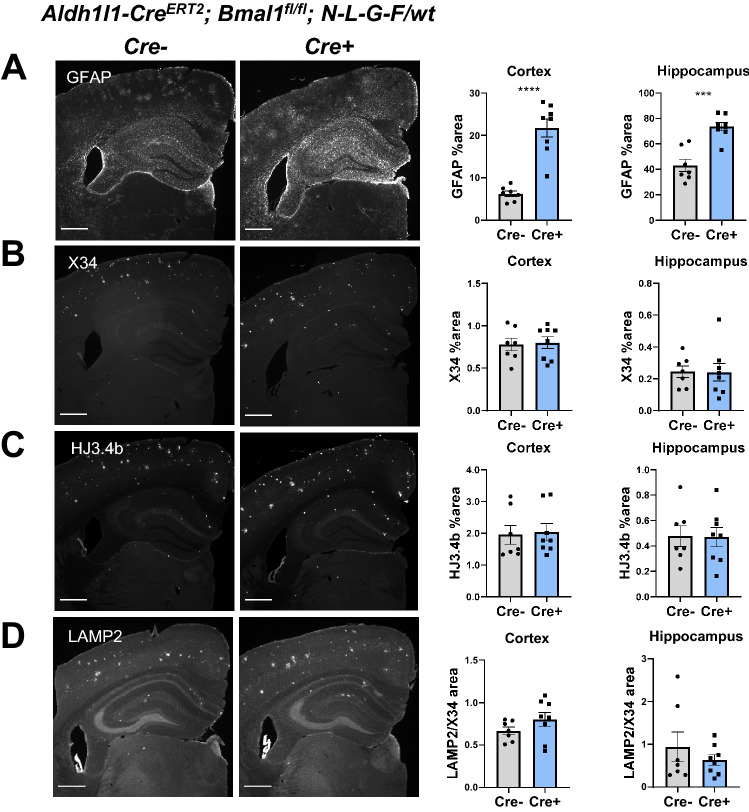
*Bmal1* deletion in astrocytes does not affect Aβ deposition in APP^NL-G-F/wt^. (**A**–**D**) Images of brain sections from 9.5-month-old BMAL1 aKO; APP^NL-G-F/WT^ knock-in mice and Cre- controls stained for GFAP(**A**), fibrillar Aβ (X34, **B**), total Aβ (HJ3.4b, **C**), and dystrophic neurites (LAMP2, **D**) (scale bars = 500 µm). Quantifications are percent area per cortex or hippocampus. n = 7–8 mice per group. *** = p < 0.0005, **** = p < 0.0001 by T-test.

We next decided to confirm that the BMAL1 aKO astrocyte activation state is retained long-term in these Aβ pathology models. It is possible that while *Bmal1* deletion initially activates astrocytes, the Aβ plaque environment is a stronger stimulus that shifts astrocytes to a DAA-like or other phenotype and overwhelms any effect of clock disruption on Aβ deposition. We first checked whether BMAL1 expression in our astrocyte knockout mice is still reduced in the plaque environment. We performed immunohistochemistry for BMAL1 since neurons and other cells express high levels of BMAL1 and make astrocyte-specific *Bmal1* knockout difficult to detect by whole tissue methods. By staining for BMAL1 in Cre- and Cre+ APP/PS1 mice, we observed that this knockout reduces BMAL1 within astrocytes by ~ 70% in both the wildtype and plaque-ladened brain (Fig. 5A). We examined gene expression using Fluidigm micro-fluidic qPCR on cortex tissue from Cre- and Cre+ mice with and without APP/PS1-21, as well as Cre- and Cre+ APP^NL-G-F/wt^ mice (Fig. 5B,C). Strikingly, the BMAL1 aKO astrocyte activation was retained in our Aβ plaque models, and for some genes, expression changes were indeed enhanced by the plaque environment. For example, *Fabp7* expression was consistently elevated in all BMAL1 aKO mice independent of Aβ status (Fig. 5B,C). *Chi3l1* expression levels also showed a main effect of BMAL1 aKO alone (Fig. 5B,C). On the other hand, *Gfap*, *C4b*, and *Cxcl5* showed an interaction effect for which the Aβ models further enhanced their upregulation in BMAL1 aKO mice (Fig. 5B,C). Alzheimer’s-associated gene expression again showed conflicting results: the Aβ-generating gamma-secretases *Psen1* and *Psen2* were weakly upregulated by BMAL1 aKO, mainly in the APP/PS1- littermate controls. *Lrp1* was also upregulated by BMAL1 aKO, but this was only significant in the APP/PS1+ mice. Regarding Aβ degrading enzymes, *Mmp14* increased in BMAL1 aKO but was not impacted by Aβ, while *Ide* showed no changes. *Apoe* also showed upregulation in response to BMAL1 aKO, and this was increased in the APP/PS1-21 mouse. Importantly, microglial genes such as *Iba1*, Cd68, *Trem2, Tlr2, Tlr4,* and *Tyrobp* only changed with Aβ model, mainly APP/PS1, and were not affected by *Bmal1* status (Fig. 5B,C, Supp Fig. 2). These observations demonstrate that astrocyte *Bmal1* deletion alters the astrocyte response to Aβ pathology, leading to synergistic dysregulation of certain BMAL1-regulated astrocyte genes. The involvement of BMAL1 in both Aβ-generating and Aβ-reducing processes also illustrates how astrocytes that exhibit an activated profile can still contribute a net-negative effect to Aβ deposition.

**Figure 5:**
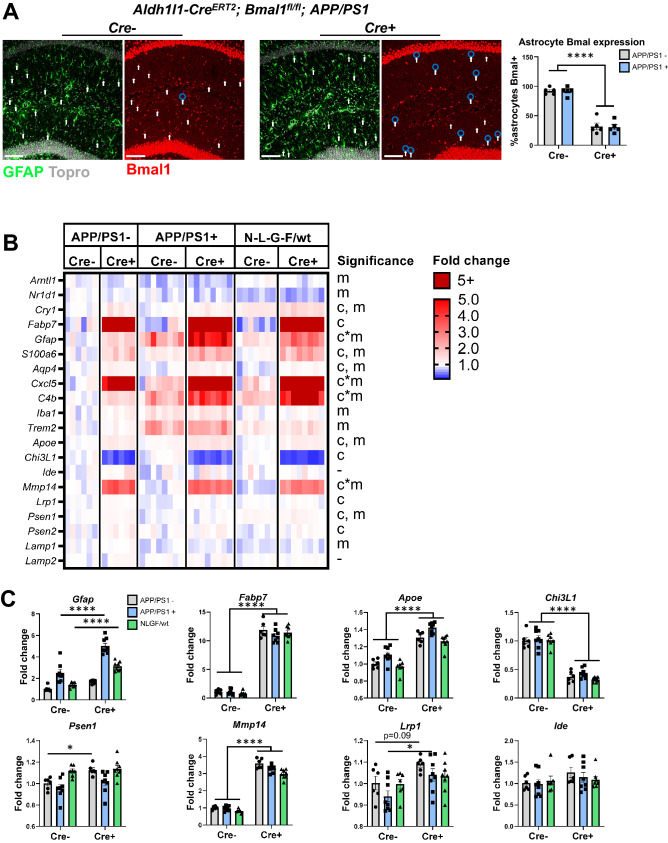
Astrocyte *Bmal1* regulates genes with conflicting effects on Aβ deposition. (**A**) Topro, GFAP, and BMAL1 staining in CA1 hippocampus of 4-month-old BMAL1 aKO; APP/PS1-21 mice and Cre- controls (scale bar = 100 µm). Arrows indicate astrocyte nuclei quantified as indicated by Topro nuclei surrounded by GFAP positivity. Blue circles indicate nuclei quantified as BMAL1 negative. Quantification of astrocytes counted as BMAL1- or BMAL1+ is shown on the right. n = 5 mice per group, **** = p < 0.0001 by two-way ANOVA with Sidak multiple comparisons test. (**B**) Heatmap of Fluidigm qPCR analysis of 20 genes involved in the circadian clock, glial activation, and Alzheimer’s Disease in cortex from Aldh1l1-Cre^ERT2^; Bmal1^fl/fl^ mice and Cre- controls with or without APP/PS1-21 or APP^NL-G-F/wt^ (n = 6–8 mice per group). Two-way ANOVA analysis: c = significant main effect of Cre genotype, m = main effect of Aβ model, c*m = interaction effect of cre and Aβ model, - = no significance (all p < 0.05). (**C**) Individually plotted genes from A. * = p < 0.05, ** = p < 0.005, *** = p < 0.0005 by two-way ANOVA with Sidak multiple comparisons test. Panel B was made using GraphPad Prism version 9.2 (https://www.graphpad.com).

## Discussion

In its position as an essential core clock gene that regulates a wide variety of gene expression, *Bmal1* has the potential to determine cell-type specific responses to shifts in brain health. Here, we have demonstrated that *Bmal1* deletion dysregulates a range of astrocyte transcripts and induces activation, which is enhanced in Aβ plaque mouse models. However, BMAL1 aKO neither prevents nor exacerbates Aβ deposition. This curious observation indicates that it is critical to understand how specific astrocyte genes and functions are regulated in various activation states in order to interpret their effect on Aβ generation and degradation.

Previous literature has provided some insights into how astrocytes behave in the plaque-ladened brain and how they may influence Aβ accumulation. Most recently, it has been reported that disease-associated astrocytes (DAAs) in 5xFAD mice have a transcriptional profile that diverges from GFAP-expressing wildtype astrocytes^38^. DAAs express markers involved in endocytosis, the complement cascade, and aging, including a number of genes linked to Aβ accumulation. In our study, it is likely that some of these processes are altered in BMAL1 aKO, but the gene sets we have identified do not align with those in DAAs. However, it is also worth noting that some of the “wildtype” GFAP-high defining genes reported by Habib et al., such as *Gfap*, *Aqp4*, *Apoe*, and *Fabp7* are significantly elevated in BMAL1 aKO. Thus, *Bmal1* deletion induces an astrocyte activation state that may represent a ”wild-type” activated astrocyte, rather than the plaque-induced DAA profile.

Studies of astrocyte activation states in AD models have not yet definitively determined how activation impacts Aβ accumulation. Whether activated astrocytes ameliorate or exacerbate disease may depend on the context and transcriptional profile of their activation. For example, two studies have explored knockout of the critical astrocyte activation genes *Gfap* and/or *Vim* in APP/PS1 Δe9 mice^14,51^. While one study found that this method of decreasing astrocyte activation accelerated Aβ pathogenesis and neuritic dystrophy^14^, the other found no difference in Aβ plaque load, even though there were several transcriptional changes^51^. Another study involved deletion of the astrocyte water channel gene *Aqp4* and found increased plaque burden and synaptic protein damage associated with reduced astrocyte activation, though AQP4 presumably regulates glymphatic function as opposed to classical astrocyte activation^15^. These studies contrast with those that have found that activated astrocytes exacerbate disease: *Stat3* knockout or inhibition prevents astrocyte reactivity and decreases plaque load^11,12^, as does Clusterin overexpression^13^.

It is also worth noting that several astrocyte-expressed genes have been shown to specifically regulate Aβ accumulation, though these genes are not necessarily tied to typical astrocyte activation. For example, *Lrp1* expression in astrocytes regulates Aβ uptake and limits plaque formation^49^. It has been suggested that LRP1 shows strong expression in reactive astrocytes around plaques^52^, but expression of LRP1 in AD patient brains has yielded conflicting reports, some of which suggest that the overall expression of LRP1 is reduced in AD^53^. *Lrp1* is also not among the DAA genes^38^. Conversely, *Apoe* is primarily expressed in astrocytes and is among the genes induced in DAAs. APOE secreted from astrocytes may inhibit *Lrp1*-mediated Aβ uptake^54^, and generally promotes plaque accumulation^41^. In addition, considering that human APOE isoforms drastically differ in their risk for AD^55^, the overall levels of APOE potentially generated by reactive astrocytes may have various effects. Expressing the risk-associated Apoe4 isoform in mice increases Aβ accumulation and reactive astrocytes^56^, but *Apoe* isoforms do not appear to change expression as a result of astrocyte activation^57^. We also observed reduced expression of the AD-associated gene *Chi3l1*, which we expected to increase microglial activation and reduce plaque burden due to our previous report^39^ However, as these effects were not seen in this study, we suspect that greater suppression of *Chi3l1* over a longer time frame as seen for *Chi3l1* knockout mice is required to produce this reduction in plaque load. Thus, the relationship between astrocyte activation itself and the expression and function of genes which influence Aβ deposition is not straightforward.

So how might the circadian clock participate in AD? We have mostly focused on changes to Aβ-related genes and their effect on Aβ accumulation and neuronal dystrophy in astrocyte-specific *Bmal1* knockout, but there are several other clock functions that may alter the course of AD pathogenesis. We have previously reported that global *Bmal1* knockout elevates Aβ plaque burden in the hippocampus^35^. This was associated with altered soluble Aβ rhythms in the interstitial fluid, which may be most directly regulated by Aβ release from neurons rather than other brain cell types. Our results herein suggest that loss of astrocyte *Bmal1* does not explain the increase in plaques observed in global *Bmal1* KO mice. Thus, further investigating the contribution of the neuron-specific clock to Aβ accumulation may uncover one link between clock disruption and AD progression.

In addition, the astrocyte clock may be involved in other aspects of AD pathogenesis not investigated in this study. Rhythms in locomotor activity are at least partially controlled by the astrocyte clock^27,30,32^, and it is likely that activity rhythms affect other daily behaviors such as sleep and feeding. 

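By log2 fold change Fabp7 was number 2 of 12572 genes in the comparison of 4 BMAL1 aKO with 5 Cre- libraries and number 1 with all 5 BMAL1 aKO libraries (log2 fold change 3.53, standard error 0.21, adjusted p = 3.06e-06, limma). The gene above it with 4 libraries was Xist (4.35, standard error 2.06, adjusted p = 0.233, limma), which did not pass the test. Xist stood above Fabp7 because of the weights. Without them the largest log2 fold change of the 5 sex-linked genes, Xist among them, was 1.10, and that of Fabp7 was 3.63. Number 3 in the weighted fit was Gh, the growth hormone of the pituitary, a gene singled out after its values were seen, at 2.01 CPM in Cre- and 4.29 CPM in BMAL1 aKO cortex with overlapping groups (2.61, standard error 0.51, adjusted p = 0.0433, limma). In Cre- replicate 1, the library with the weight of 7.12, Gh was at 0.08 CPM, and in the other Cre- libraries at 0.37 to 5.2 CPM. It was highest in BMAL1 aKO replicate 4 (8.65 CPM), where Prl, the pituitary's prolactin, was at 26.1 CPM. Gh did not pass without Cre- replicate 1 or BMAL1 aKO replicate 4 or 5 (adjusted p = 0.556, 0.332 and 0.188, limma). Fabp7 passed the threshold in all 23 alternative settings of the main comparison, each library left out in turn included, with adjusted p from 1.49e-07 to 0.000104 (limma).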

Interestingly, the most highly upregulated gene in BMAL1 aKO is *Fabp7*, which influences sleep in humans and mice^58^, as well as long-term memory in *Drosophila*^59^. Thus, further investigation into how astrocytic BMAL1 influences sleep, activity rhythms, or other astrocyte functions such as gliotransmission may uncover non-Aβ related contributions to AD progression.

In conclusion, it is tempting to reduce the complexity of astrocyte activation in AD down to an overall “good” or “bad” effect. Our data, when considered with previous studies, suggests that the answer is more complex, and that astrocyte activation can have different effects on plaque burden depending on the mode of activation and the resulting transcriptional profile. Our findings show that loss of astrocytic *Bmal1* enhances plaque-related astrocyte activation and alters gene expression but does not alter plaque burden in two different mouse models. These findings provide insights into the effects of glial circadian clock disruption in AD and provide future opportunity to define astrocyte activation states at the molecular level that may impart protective, neutral, or destructive effects in the AD brain.

## Supplementary Information

Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

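RNA of cerebral cortex from 5 Cre- and 5 BMAL1 aKO mice was sequenced. The values are CPM, which the authors deposited per gene and library after alignment to the Ensembl release 76 GRCm38 assembly with STAR 2.5.1a and counting of reads per gene with featureCounts 1.4.6-p5, as the paper's methods and the labels give them. The paper's methods also name TMM scaling, but the deposited CPM do not hold it: they summed to 99.12 to 99.27% of the total of unscaled CPM in every library, while TMM factors from the recovered reads of 9 libraries ran from 0.923 to 1.10. The comparison given first uses the CPM without it. The table held 12575 genes, of which 12541 were above 1 CPM in every library. Each value divided by the smallest step of its library was a whole number within 0.01 read, which gave the total reads. Replicates of 1 group differed by far more than sampling noise, with a chi-square per degree of freedom of 12.9 to 447.6 between pairs of libraries, so counting depth was not the limit on precision for genes well above 1 CPM. Of the gene names, 12556 matched GENCODE M21 (GRCm38), which was used for positions, strands, exon lengths and neighbours.
The comparison was BMAL1 aKO against Cre-, first for the 9 libraries drawn in Fig. 1B and then for all 10, under a rule for finding the drawn libraries that was set in advance (a correlation of at least 0.9 with a heatmap column). Genes above 1 CPM in at least 4 libraries were kept. Values were taken as log2(CPM + 0.5) and fitted with limma 3.58.1 in R 4.3.3 with sample quality weights per library (arrayWeights), moderated variances with a trend on the level, and Benjamini-Hochberg adjustment with a threshold of 0.1. Sample quality weights were fitted in 31 settings and did not converge in 4 of them, none of which is the comparison given first. The paper used voomWithQualityWeights on counts, which was run on the recovered whole reads with TMM scaling as an alternative. The paper also removed ribosomal genes, and this step was not repeated. The alternative fit kept 12572 of the 12575 genes, which include 84 ribosomal protein genes. Single genes were also tested with two-sided exact permutation tests of the mean log2 value. The groups' libraries carry the same replicate numbers, but the numbers did not pair the libraries: r of same-numbered libraries ran from -0.622 to 0.363 over 5 pairs, and the own number was the best match for 1 Cre- library.
Gene lists were written down in advance for cell types, astrocyte states, clock genes, amyloid handling, stress responses, brain regions and technical checks. Of these, 31 had at least 5 measured genes and were tested with limma's camera, with the preset correlation of genes and with an estimated one. Counts are given over all genes and adjusted over the list alone. Genes named one by one were those the paper names for the RNA-seq, the 10 largest rises and 10 largest falls past the threshold with groups that do not overlap, and up to 4 genes of each list with the smallest p, with Arntl, Aldh1l1 and genes of technical checks. The lists of genes in Fig. 1B and Fig. 1C were copied from the figures, where 1 name of Fig. 1C was not legible.
Alternatives were another pseudocount, another filter, no weights, other variance priors, median-of-ratios scaling, quantile normalization, a replicate block, Xist and an oligodendrocyte level as covariates, all 5 BMAL1 aKO libraries, each library left out in turn and a threshold of 0.05; 10 more fits, TMM scaling among them, were chosen after seeing the data. The number of genes was also counted for 100 of the 126 possible splits of the 9 libraries into 5 and 4 (seed 20), the real one included.
The fit was tested on simulated data in 20 draws with 12570 or 12571 genes kept. With libraries of equal quality, a median of 45.5% of genes changed by 0.5 on the log2 scale and 91.0% of those changed by 1 were recovered, with a median of 17 false calls. With unequal libraries these were 58.2% and 95.5%, with 14 false calls, and without weights 29.9% and 78.4%, with 4. When genes also varied together between libraries, the fit with weights made a median of 97 false calls and up to 10193, and the fit without weights a median of 1.5 and up to 111. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, Pillow 12.0.0 and matplotlib 3.10.9 were used for reading the files and the figures. Genes absent from the table, among them Cxcl5, and the paper's other experiments were not analysed here.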

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

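The test that counts genes without Cre- replicate 1, the fit with the length trend removed and the numbers of 25, 50 and 100 genes in the test with a library held out were chosen only after the result was seen.
In 4 of 98 groups of libraries examined, 1 library lay far from the others of its group by Dixon's test, and chance alone marks about 1 in 20. Cre- replicate 3 was lowest for Gstm5, a glutathione transferase, at 66.3 CPM (others 78.8 to 82.8), highest for Cst3 at 611.2 CPM (others 509.4 to 519.9) and lowest for Cdh19, a cadherin, at 10.1 CPM (others 14.9 to 16.2). Cre- replicate 1 was highest for Ide, the insulin-degrading enzyme, at 85.6 CPM (others 50.7 to 58.4). Fabp7 was at 90.8 CPM in BMAL1 aKO replicate 3, a library the paper did not use, above the 9.94 to 19.9 CPM of the Cre- libraries.
BMAL1 aKO replicate 3 lay nearest the Cre- libraries in the genes that changed. For 50 genes chosen on the other 4 BMAL1 aKO libraries, the median share of the change kept in it was 0.416, against 0.572 to 1.19 in the others when each was held out. A share above 0.3, which it also kept with 25 and 100 genes (0.561 and 0.331), argues against a Cre- sample under a BMAL1 aKO label. The choice of genes on the other libraries cannot be told apart from a smaller effect in this mouse, because the outcome depends on the number of genes: its share lay below the lowest of the others by less than their SD with 25 genes (0.561 against 0.626, SD 0.291) and 50 (SD 0.251), and by more with 100 (0.331 against 0.607, SD 0.221). A weaker deletion of Bmal1 in this mouse stays open and was not tested.
The number of genes past the threshold (844) is as large or larger in 25 of 100 splits of the 9 libraries, the real one included, and the highest other split gave 5950. With voomWithQualityWeights it was 23 of 100 splits (62 genes, highest other 6823), and without weights 5 of 100 (4 genes, highest other 4494), of which 1 set apart the 4 libraries with high Xist (5 genes); chance could therefore not be excluded for any of these counts, for the last one only at the limit set in advance. In limma with weights and in voomWithQualityWeights the 4 other splits with the most genes grouped Cre- replicates 3 and 4 with BMAL1 aKO replicate 1 or 2 or both, which points to a structure of the samples other than the genotype, whose cause was not tested. Of the 819 genes past the threshold outside Fig. 1B, 0 passed in limma without Cre- replicate 1, the library with the weight of 7.12. There 1054 of all genes had an unadjusted p below 0.05 and the weights did not converge. That test alone cannot tell sample quality weights that rest on 1 Cre- library from the loss of a library. With all 9 libraries and no weights 4 genes passed, and all 4 are drawn in Fig. 1B. The calls outside Fig. 1B therefore depend on the weights and not on the number of libraries alone. Leaving out other Cre- libraries went both ways: 1479 and 2200 genes without replicates 2 and 5, 90 and 59 without 3 and 4. Both groups hold both sexes, but the weights did not balance them. Of the libraries with high Xist, Cre- replicates 2 and 3 had weights of 0.476 and 0.195, against 0.558 to 7.12 in the other Cre- libraries. BMAL1 aKO replicates 1 and 4, also with high Xist, had 0.651 and 1.915, against 0.82 and 1.652 in replicates 2 and 5. Sex therefore stays open in part for the weighted fit: with Xist as a covariate 227 genes passed, 157 of them among the 844.
Genes past the threshold that were higher had a median exon length of 2078 bases and those that were lower 7258, against 4733 for the rest. The slope of log2 level on log2 exon length per library was -0.021 to 0.064 in Cre- and -0.056 to -0.001 in the 4 BMAL1 aKO libraries (exact permutation test, p = 0.0238). These ranges overlap because Cre- replicate 2 (-0.021) lay below BMAL1 aKO replicate 2 (-0.001). A length bias between libraries can therefore not be told apart from a change in long genes. With the length trend of each library removed 188 genes passed (89 higher, 99 lower), 178 of them among the 844. Most of the 844 were thus lost with the trend, which either reading allows. For the genes of Fig. 1B a length bias is argued against: with the length trend of each library removed 24 of 25 passed.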

How the results depend on the processing

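The fits with all 5 BMAL1 aKO libraries and a 2nd change, with Cre- replicate 3 and BMAL1 aKO replicate 1 left out, with the length trend removed, with TMM scaling, and those with the mean of log2 values or no weights beside the oligodendrocyte covariate were chosen only after the result was seen.
Of the 844 genes past the threshold (339 higher, 505 lower), counts within 1.5 times of these came with both other pseudocounts (837 and 852), both other filters (843 each) and the robust variance prior (815). Fabp7, Egfl6, Hebp2 and Dbi were past it in every alternative set in advance. Without the variance trend 542 genes passed, 289 of them lower (253 higher). Median-of-ratios scaling gave 388 (248 higher, 140 lower) and quantile normalization 494 (289 higher, 205 lower), and TMM scaling 381 (238 higher, 143 lower). The median log2 fold change of all genes was -0.057 before these scalings and -0.010, -0.019 and -0.012 after them. At a threshold of 0.05 it was 105 (53 higher, 52 lower). The Xist covariate gave 227 (133 higher, 94 lower), voomWithQualityWeights 62 (48 higher, 14 lower) and all 5 BMAL1 aKO libraries 42 (36 higher, 6 lower). With no weights 4 genes passed in limma, 4 higher and 0 lower (651 of all genes at an unadjusted p below 0.05). The oligodendrocyte covariate was set in words that allow 2 readings: the log2 of the list's mean gave 9 (9 higher, 0 lower; 1232 at an unadjusted p below 0.05), the mean of its log2 values 5536 (2315 higher, 3221 lower), and the first without weights 4 (4 higher, 0 lower). The weights converged in neither of the first 2, and 1 library reached a weight of 124 in the second. The cause was not tested for any of these changes.
With the replicate block, which takes same-numbered libraries as paired although their numbers do not pair them, 93 genes passed (61 higher, 32 lower), 76 of them among the 844. Under the replicate block the direction of the camera test reversed for the meningeal list (adjusted p = 0.144, from 0.0236) and for the striatal list (adjusted p = 3.85e-05, from 0.298). It also did for the endothelial (0.118, from 0.159), pericyte (0.436, from 0.159), hippocampal (0.577, from 0.534), pan-neuronal (0.821, from 0.611), lysosomal (0.908, from 0.796) and cholesterol lists (0.142, from 0.832). The striatal list also reversed without Cre- replicate 1 (adjusted p = 0.0312) or 4 (0.836). In other settings the endothelial, cholesterol, lysosomal, neuronal, glucocorticoid-response and sex-linked lists and the neighbours of Aldh1l1 reversed, none of them past the threshold (adjusted p of 0.228 or more). Over its alternatives the striatal adjusted p ran from 3.85e-05 to 0.918. When 1 library was left out it ran from 0.000533 without Cre- replicate 5 to 0.918 without Cre- replicate 3. Of all libraries Cre- replicate 3 was highest and Cre- replicate 5 lowest for the striatal genes Rgs9 (242 and 33.3 CPM), Drd2 (70.2 and 9.28 CPM) and Gpr6 (26.7 and 2.91 CPM). Pde10a was also highest in Cre- replicate 3 (571 CPM) but lowest in BMAL1 aKO replicate 4 (142 CPM). Why these libraries differ was not tested.
Used with no weights, all 5 BMAL1 aKO libraries gave 4 genes (4 higher, 0 lower; 602 at an unadjusted p below 0.05), with voomWithQualityWeights 29 (27 higher, 2 lower), with median-of-ratios scaling 62 (55 higher, 7 lower), with the replicate block 7 (6 higher, 1 lower) and without Cre- replicate 3 19 (18 higher, 1 lower). At 4 against 5, leaving out both Cre- replicate 3 and BMAL1 aKO replicate 1 gave 276 (174 higher, 102 lower), and removing the length trend gave 188 (89 higher, 99 lower), of which 178 were among the 844.
Leaving out 1 library in turn gave 6 to 2200 genes, 6 to 813 higher and 0 to 1387 lower. The lowest counts came without Cre- replicate 1 (6 genes; 1054 at an unadjusted p below 0.05) and the highest without Cre- replicate 5 (2200), and the weights converged in neither. Of the 25 genes of Fig. 1B, 6 to 25 passed when 1 library was left out, 6 without Cre- replicate 1 and 12 without BMAL1 aKO replicate 4. It was 4 with no weights (at 4 or 5 BMAL1 aKO libraries, and with the oligodendrocyte covariate added), 9 with that covariate and weights, and, with all 5 BMAL1 aKO libraries, 7 with the replicate block and 15 without Cre- replicate 3. It stayed at 20 or more in the other settings, among them all 5 BMAL1 aKO libraries, voomWithQualityWeights, the replicate block at 4 against 5 and both scalings.
For the A1 list 0 genes passed in limma, and 0 to 0 with 1 library left out, but 5 with the mean of log2 values as covariate. Of the pan-reactive genes 2 passed, and 0 to 2 with 1 library left out (0 without Cre- replicate 1). This was 1 with the replicate block, voomWithQualityWeights, a threshold of 0.05, Cre- replicate 3 and BMAL1 aKO replicate 1 left out, or all 5 BMAL1 aKO libraries with median-of-ratios scaling. It was 0 with no weights, the oligodendrocyte covariate, or all 5 BMAL1 aKO libraries in the remaining settings.
Of the disease-associated astrocyte list 5 genes passed, and 0 to 7 with 1 library left out (0 without Cre- replicate 1, 1 without BMAL1 aKO replicate 4, 3 without Cre- replicate 3 or 4). It was 3 with the replicate block, the length trend removed, a threshold of 0.05, or all 5 BMAL1 aKO libraries with median-of-ratios scaling. It was 2 with all 5 BMAL1 aKO libraries, and there 2 with voomWithQualityWeights, 1 without Cre- replicate 3 and 0 with the replicate block or no weights. It was 0 with no weights or the oligodendrocyte covariate at 4 against 5, and 14 with the mean of log2 values as covariate.
Of the genes shared by both disease-associated states in Fig. 1C 3 passed, and 0 to 8 with 1 library left out (0 without Cre- replicate 1, 3 or 4 or BMAL1 aKO replicate 4, 8 without BMAL1 aKO replicate 2). It was 1 with voomWithQualityWeights or with Cre- replicate 3 and BMAL1 aKO replicate 1 left out, and 13 with the mean of log2 values as covariate. It was 0 with no weights, the replicate block, the oligodendrocyte covariate, the length trend removed, a threshold of 0.05 and every setting with all 5 BMAL1 aKO libraries. The cause was not tested.
For genes named one by one, in the alternatives set in advance 3942 values kept their direction and side of the threshold, 501 fell short of it, 99 came past it, and 150 that were not called moved by more than the spread between replicates; none that was called reversed. In the fits added later these were 1468, 380, 92 and 100. The edgeR and DESeq2 alternatives were not run; voomWithQualityWeights was the test applied to the whole reads. At 21844770 reads or more per library, counting noise was small beside the differences between replicates.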

Differences from the paper's values

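The settings that combine all 5 BMAL1 aKO libraries with another change, the removal of the length trend, TMM scaling and the removal of both Cre- replicate 3 and BMAL1 aKO replicate 1 were chosen only after the result was seen, and the other settings named here were set before the data were examined.
In Fig. 1B the paper shows about 31 genes past the threshold, read by eye, about 26 of them higher and about 5 lower. Here 844 genes passed at the paper's threshold of 0.1, 339 higher and 505 lower. With all 5 BMAL1 aKO libraries 42 genes passed, 36 higher and 6 lower, within a factor of 1.5 of the paper's counts, and without BMAL1 aKO replicate 4 this held for the 4 lower genes alone. The other alternatives set before the data were examined did not come within it: both other pseudocounts (837 and 852), both other filters (843 each), no weights (4), no trend (542), the robust variance prior (815), median-of-ratios scaling (388), quantile normalization (494), the replicate block (93), the Xist covariate (227), the oligodendrocyte covariate (9), voomWithQualityWeights (62, with 48 higher and 14 lower) and every other library left out in turn (6 to 2200). The paper names voomWithQualityWeights too, but also removed ribosomal genes, a step not repeated here. The combination of all 5 BMAL1 aKO libraries with voomWithQualityWeights, chosen after seeing the values, gave 29 genes, 27 higher and 2 lower, and dropped 5 of the 25 genes of Fig. 1B measured here. Also chosen after seeing the values, all 5 BMAL1 aKO libraries without Cre- replicate 3 gave 18 higher genes and dropped 10 of the 25, and with median-of-ratios scaling 7 lower genes and dropped 3 of the 25; TMM scaling at 4 against 5 gave 381. All of these 25 passed in the comparison given first, and 6 of the figure's 31 genes were not analysed here.
In Fig. 1C the paper marks about 1 gene, read by eye, as past the threshold, and here 5 were. The number was 1, as in the paper, with all 5 BMAL1 aKO libraries, without Cre- replicate 3 and without Cre- replicate 4. It was above 1 with both other pseudocounts, both other filters, the robust variance prior, both scalings (5 each), no trend (4), the Xist covariate (4), voomWithQualityWeights (2), without Cre- replicate 2 or 5 (7 and 9) and without BMAL1 aKO replicate 1, 2 or 5 (6, 10 and 3). Of the settings chosen after seeing the values, it was 1 with the length trend removed (Luzp2, so that Cst3 was dropped) and with all 5 BMAL1 aKO libraries under voomWithQualityWeights, median-of-ratios scaling or without Cre- replicate 3 (Cst3, so that none was dropped). It was 0 with no weights, the replicate block and the oligodendrocyte covariate, and without Cre- replicate 1 or BMAL1 aKO replicate 4.
The paper states that among the genes of disease-associated astrocytes and microglia Cst3 alone differed. Here Cst3 rose, and so did Apoe (adjusted p = 0.0661), H2-K1 (0.0792) and Luzp2 (0.0704), while Sulf2 fell (0.0850, all limma). The settings named above with 1 gene had Cst3 alone, apart from the removal of the length trend. With both scalings the count of 5 held Lgals3bp, which rose, in place of Sulf2. The paper states that no A1 or A2 gene differed. Here S100a10, an A2 gene, rose (log2 fold change 0.44, adjusted p = 0.0915, limma), and it did not pass with all 5 BMAL1 aKO libraries or with voomWithQualityWeights (adjusted p = 0.287 and 0.212, limma), no trend, no weights, both scalings, the replicate block, both covariates, or without Cre- replicates 1, 3 or 4 or BMAL1 aKO replicates 4 or 5. Chosen after seeing the values, TMM scaling also left S100a10 short of the threshold (0.122). No A1 gene passed in any of these. The paper states that of the reactive genes Gfap alone differed, and here the pan-reactive gene Osmr also rose (0.57, adjusted p = 0.0704, limma). Gfap alone passed with the replicate block, with voomWithQualityWeights and without Cre- replicates 3 or 4 or BMAL1 aKO replicates 4 or 5, and also, chosen after seeing the values, with all 5 BMAL1 aKO libraries under median-of-ratios scaling and without both Cre- replicate 3 and BMAL1 aKO replicate 1.
The paper counts Aqp4 among the elevated genes with Gfap, Apoe and Fabp7, in a statement that does not name the measurement. Here the log2 fold change of Aqp4 was 0.05 at 4 against 5 (adjusted p = 0.932, limma) and -0.20 with all 5 BMAL1 aKO libraries in the weighted fit. With all 5 its sign depended on the weights, since the difference of the plain mean log2 values was upward in both comparisons, 0.312 and 0.169 (exact permutation test, p = 0.571 and 0.722). It did not pass in any alternative set before the data were examined (adjusted p from 0.276 to 0.980). Gfap, Apoe and Fabp7 rose at 4 against 5.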

Other observations

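The fit with the length trend removed, the gene Gh and the marker genes of single libraries were singled out only after the result was seen.
The list of clock activators, Arntl among them, and E-box targets was lower: of 20 measured 3 fell and none rose (6 lower and none higher adjusted over the list alone; camera adjusted p = 0.0122, with an estimated correlation adjusted p = 0.398). Dbp, a clock output transcription factor, had a log2 fold change of -0.64 (adjusted p = 0.0815, limma), Nr1d1, the nuclear receptor REV-ERB alpha, one of -0.45 (adjusted p = 0.0491, limma) and Per3, a period protein, one of -0.45 (adjusted p = 0.0779, limma). Dbp and Nr1d1 overlap genes on the opposite strand, so their reads are uncertain. None of the 3 passed with all 5 BMAL1 aKO libraries (adjusted p of 0.153 to 0.246), without Cre- replicate 1 (0.354 to 0.556), Cre- replicate 4 (0.122 to 0.203) or BMAL1 aKO replicates 4 or 5 (0.305 to 0.608), and Dbp and Per3 did not without Cre- replicate 3 (0.142 and 0.122). With voomWithQualityWeights 0 of the 20 passed (Nr1d1 0.117, Per3 0.165, Dbp 0.272). After median-of-ratios or TMM scaling Nr1d1 alone passed, and after quantile normalization Dbp and Nr1d1 did. Without Cre- replicate 2 or 5 or BMAL1 aKO replicate 2 the number lower was 5.
Of 18 genes of amyloid-beta degradation and clearance 5 rose, Mmp14, Plat, Apoe, Cst3 and Lpl, and 1 fell, Chil1, which encodes the astrocyte protein YKL-40 and is the Chi3l1 of the paper (6 higher and 3 lower adjusted over the list alone). Without Cre- replicate 1, 0 of the 18 passed, and without BMAL1 aKO replicate 4 only 1 rose and 0 fell. Without Cre- replicate 3 or 4, 3 rose and 1 fell, and without Cre- replicate 5, 5 rose and 3 fell. With all 5 BMAL1 aKO libraries 3 rose, Mmp14, Plat and Cst3, and 0 fell. Chil1 was at 7.07 CPM in Cre- and 3.85 CPM in the 4 BMAL1 aKO libraries (log2 fold change -0.74, standard error 0.14, adjusted p = 0.0333, limma), at 7.77 CPM in BMAL1 aKO replicate 3, and did not pass with that library included (adjusted p = 0.230) or without Cre- replicate 1 (0.520) or BMAL1 aKO replicate 4 (0.207). The list's camera adjusted p was 0.282, and 0.0580 and 0.0164 without BMAL1 aKO replicates 4 and 5 (with an estimated correlation adjusted p = 0.725); its median was -0.06, its mean 0.04 and the test's direction upward, and the median was 0.002 after quantile normalization. Ide, Mme and Lrp1, which degrade or clear amyloid-beta, had log2 fold changes of -0.26, -0.61 and -0.21 (adjusted p = 0.476, 0.158 and 0.353, limma), and Mme passed without Cre- replicate 5 (0.0444). The negative value of Ide is a weighted one, and its plain means were 60.5 CPM in Cre- and 61.9 CPM in the 4 BMAL1 aKO libraries. Of 13 genes of amyloid-beta generation 1 rose, Bace2 (0.55, adjusted p = 0.0762, limma; also 1 higher and none lower adjusted over the list alone), a protease that did not pass without Cre- replicates 1, 3 or 4 or BMAL1 aKO replicates 4 or 5 (0.163 to 0.604). This list's camera adjusted p was 0.640 with a median of -0.04, a mean of -0.01 and an upward test, and its median was 0.004 after median-of-ratios scaling.
Microglial genes were higher as a list by camera with the preset correlation (adjusted p = 0.00150) but not with an estimated one (adjusted p = 0.395). Of 17 measured 2 were higher and none was lower (4 higher adjusted over the list alone). These were Aif1, the microglial marker IBA1 (log2 fold change 0.52, adjusted p = 0.0701, limma), and Fcrls (0.39, adjusted p = 0.0753, limma). Without sample quality weights 0 of the 17 passed. The list's median log2 fold change was then 0.014, against 0.129 with weights, and its camera adjusted p was 0.0636 with the preset correlation. The lists of disease-associated microglia (camera adjusted p = 0.0122, with an estimated correlation adjusted p = 0.363), of complement and antigen presentation (1 of 11 higher, H2-K1, also adjusted over the list alone; 0.00503, estimated 0.357) and of interferon response (1 of 6 higher, Ifi27, with 0.70 and adjusted p = 0.0333, limma; 2 adjusted over the list alone; 0.0122, estimated 0.357, and 0.223 without BMAL1 aKO replicate 4) were also higher. None of these 4 genes passed without Cre- replicate 1 (adjusted p from 0.536 to 0.651) or BMAL1 aKO replicate 4 (0.332 to 0.438) or 5 (0.218 to 0.414), and Aif1, Fcrls and H2-K1 did not without Cre- replicate 3 or 4 (0.128 to 0.246). With all 5 BMAL1 aKO libraries, and with voomWithQualityWeights, 0 genes of the microglial, complement and interferon lists passed. Without Cre- replicate 2 or 5, 4 microglial genes rose. The fold changes of Aif1, Fcrls, H2-K1 and Ifi27 are weighted. The difference of the plain mean log2 values was 0.507 for Aif1 and 0.205 for H2-K1 (exact permutation test, p = 0.00794 and 0.119). Fcrls was at 22.0 CPM in Cre- replicate 3, above the 16.6 to 20.8 CPM of the 4 BMAL1 aKO libraries. The groups also overlapped for Ifi27, at 8.51 to 12.8 CPM in Cre- and 11.3 to 17.1 CPM in those 4 libraries. In the paper's qPCR, Iba1, Cd68, Trem2 and Tyrobp responded to the amyloid-beta model but not to Bmal1 deletion. The paper also reports unchanged IBA1 staining in BMAL1 aKO mice of the APP/PS1 model.
Of 13 mitochondrial-encoded genes 2 rose, mt-Co2 and mt-Nd3, with log2 fold changes of 0.65 and 0.66 (adjusted p = 0.0797 and 0.0904, limma), and none fell (9 higher adjusted over the list alone; camera adjusted p = 5.50e-06, with an estimated correlation adjusted p = 0.395). Neither passed without Cre- replicates 1, 3 or 4 or BMAL1 aKO replicates 4 or 5 (adjusted p from 0.152 to 0.612) or after median-of-ratios scaling (0.121 and 0.136), and the share of mitochondrial reads ran from 6.19% in Cre- replicate 3 to 19.9% in Cre- replicate 2. Of 12 immediate early genes 1 fell, Ier2 (-0.56, adjusted p = 0.0704, limma), and none rose (6 lower adjusted over the list alone; camera adjusted p = 0.0135, with an estimated correlation adjusted p = 0.662). The number of these lower was 3 without Cre- replicate 2 or BMAL1 aKO replicate 2 and 2 without Cre- replicate 5. It was 6 with the replicate block, Ier2 not among them, and 0 with all 5 BMAL1 aKO libraries or voomWithQualityWeights. Of 18 genes of glutathione and antioxidant defence 3 rose, Gstm5, Gstm7 and Slc7a11, and none fell (8 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.0236, estimated 0.357, and 0.103 with the length trend removed). Ier2 and these 3 did not pass without Cre- replicate 1 (adjusted p from 0.354 to 0.573) or BMAL1 aKO replicate 4 (0.143 to 0.406), and Ier2, Gstm7 and Slc7a11 did not without Cre- replicate 3 or 4 or BMAL1 aKO replicate 5 (0.119 to 0.320).
Markers of neurons gave few calls. Of 11 inhibitory neuron genes 1 rose, the neuropeptide Npy (camera adjusted p = 0.298; the list's median was -0.002, its mean 0.03 and the test's direction upward, and the sign of the median changed with scaling). Of 11 pan-neuronal genes 1 fell, Syt1, a synaptic vesicle protein (0.611). Adjusted over the list alone these were 2 higher and 1 lower. Npy and Syt1 did not pass without Cre- replicate 1 or 4 or BMAL1 aKO replicate 4 or 5 (adjusted p from 0.207 to 0.561, limma), nor without Cre- replicate 3 (0.154 and 0.138). No gene of either list passed after median-of-ratios scaling, quantile normalization or TMM scaling, with voomWithQualityWeights or with all 5 BMAL1 aKO libraries. Leaving out BMAL1 aKO replicate 1 gave 2 higher inhibitory and 2 lower pan-neuronal genes.
In limma 0 genes passed of 13 oligodendrocyte (0 at an unadjusted p below 0.05, 0 by voomWithQualityWeights), 8 oligodendrocyte precursor (1 and 0), 12 endothelial (1 and 0), 7 pericyte and smooth muscle (1 and 0), 10 meningeal (1 and 0), 10 striatal (1 and 0), 6 hippocampal and olfactory (1 and 0), 4 choroid plexus (0 and 0), 3 red blood cell (0 and 0) and 1 ependymal genes (1 and 0). Adjusted over the list alone 1 hippocampal or olfactory and 1 ependymal gene were lower and 0 of the others passed. Without Cre- replicate 5, 7 striatal genes were lower (9 at an unadjusted p below 0.05), and with 1 library left out at most 2 genes of any other of these lists passed. The meningeal list was higher by camera (adjusted p = 0.0236, estimated 0.662), but not with all 5 BMAL1 aKO libraries (0.378) or without Cre- replicates 1 or 4 or BMAL1 aKO replicate 2 (0.424, 0.149 and 0.209). The camera adjusted p was 0.132 for oligodendrocytes (0.0918, 0.00917 and 0.0237 without Cre- replicates 3 and 4 and BMAL1 aKO replicate 2) and 0.120 for their precursors (0.0377, 0.0221, 0.0174 and 0.0109 without Cre- replicates 3 and 4 and BMAL1 aKO replicates 4 and 5). It was 0.159 for endothelium (0.0238, 0.0451 and 0.00119 without Cre- replicate 5 and BMAL1 aKO replicates 4 and 5), 0.159 for pericytes (0.0676 and 0.00853 without Cre- replicate 5 and BMAL1 aKO replicate 5), 0.298 for the striatum and 0.534 for the hippocampus. With all 5 BMAL1 aKO libraries oligodendrocytes (0.00305), their precursors (0.0729) and endothelium (0.0319) passed, all upward, and with an estimated correlation none of the 3 did (0.615 each).
Of 12 chaperone genes 1 rose, Bag3, a co-chaperone of autophagy (log2 fold change 0.62, adjusted p = 0.0677, limma; 1 higher and 1 lower adjusted over the list alone). Bag3 also passed with all 5 BMAL1 aKO libraries (0.0895) and not without Cre- replicates 1, 3 or 4 or BMAL1 aKO replicate 4 (0.121 to 0.566), and the list's camera adjusted p was 0.429 (0.0319 without Cre- replicate 1). Of 19 lysosome and autophagy genes 1 fell, Atp6v1h, a proton pump subunit (-0.29, adjusted p = 0.0573, limma), also adjusted over the list alone, with a camera adjusted p of 0.796 and a direction that changed under quantile normalization. Of 10 glucocorticoid-response genes Pdk4 rose and Plin4 fell (1 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.402). Atp6v1h, Pdk4 and Plin4 did not pass without Cre- replicates 1, 3 or 4 or BMAL1 aKO replicate 4 (adjusted p from 0.121 to 0.612, limma), nor Atp6v1h and Plin4 without BMAL1 aKO replicate 5 (0.277 and 0.446). Of 19 cholesterol synthesis genes 0 passed in limma (6 at an unadjusted p below 0.05, 0 adjusted over the list alone, 0 by voomWithQualityWeights), and the camera adjusted p was 0.832 with a median of -0.005, a mean of -0.04 and an upward test. Without Cre- replicate 5, 3 of them were higher and 1 lower.
Of 5 sex-linked genes and 6 neighbours of Aldh1l1 on chromosome 6, 0 passed in limma (0 and 3 at an unadjusted p below 0.05; 1 higher and 3 lower, and 1 higher and 2 lower, adjusted over the list alone), and the camera adjusted p were 0.425 and 0.947. Without BMAL1 aKO replicate 2, 1 of the neighbours was higher and 2 were lower. The panel of Fig. 1C specific to disease-associated astrocytes had a median of -0.01 and a mean of 0.04, and its median was 0.03 after median-of-ratios scaling. With an estimated correlation 0 of 31 lists passed the threshold, and the lowest adjusted p was 0.357; 13 passed with the preset correlation. Without BMAL1 aKO replicate 5 the lists of pan-reactive astrocytes, disease-associated astrocytes, radial glia, and complement and antigen presentation passed with an estimated correlation (adjusted p = 0.0831 each), and 0 lists did without any other library or with all 5 BMAL1 aKO libraries.
Outside the genes of Fig. 1B, the largest rises with groups that do not overlap at 4 against 5 included Gm10561, a transcript antisense to Rftn2 whose reads are therefore uncertain (log2 fold change 1.41, adjusted p = 0.0124, limma), and Pcbd2, a cofactor of biopterin recycling (0.78, adjusted p = 0.0392, limma). The largest falls included Plekho2, a signalling adaptor (-0.90, adjusted p = 0.0215, limma), Htr1f, a serotonin receptor (-0.70, adjusted p = 0.0531, limma), Steap3, a metalloreductase (-0.65), and Pcsk1, a prohormone convertase (-0.60). These 6 did not pass without Cre- replicate 1 (adjusted p from 0.212 to 0.556, limma) nor, apart from Gm10561, without BMAL1 aKO replicate 4 (0.143 to 0.390). Plekho2, Pcbd2 and Steap3 did not without BMAL1 aKO replicate 5 (0.188 to 0.330), nor Htr1f and Steap3 without Cre- replicate 3 or 4 (0.120 to 0.165). Of 12572 genes, 114 had every one of the 4 BMAL1 aKO libraries above and 166 below every Cre- library, 2.23% where chance gives 1.59%. With replicate 3 included these were 78 and 48, 1.00% where chance gives 0.794%.
Some libraries held abundant transcripts of other tissues. Alb, the liver's albumin, was at 185 CPM in BMAL1 aKO replicate 1, and Ttr, the transthyretin of choroid plexus and liver, was at 252, 886 and 1016 CPM in Cre- replicates 4 and 5 and BMAL1 aKO replicate 1. Prl, the pituitary's prolactin, was at 26.1 CPM in BMAL1 aKO replicate 4, where Gh was at 8.65 CPM. The red blood cell genes Hba-a1, Hba-a2 and Hbb-bs were at 37.45, 22.21 and 43.61 CPM in BMAL1 aKO replicate 3. In the other libraries these genes reached at most 12.5, 8.71 and 20.46 CPM. Cre- replicate 3 stood apart, with a mean r of 0.941 with the other libraries against 0.970 to 0.982, and its Cdhr1, a cadherin of the olfactory bulb and retina, was at 55.8 CPM against 2.2 to 5.9 CPM in the others; the r are across genes, which are not independent replicates.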
